# Nicotinamide Counteracts the Detrimental Effect of Endothelin-1 on Uterine Decidualization During Early Pregnancy by Influencing EDNRB

**DOI:** 10.3390/cells14211645

**Published:** 2025-10-22

**Authors:** Yuye Wang, Qing Ma, Meitong Chen, Yukako Kayashima, Jiayi Zhou, Balaji Rao, Jessica L. Bowser, Xianwen Yi, Nobuyo Maeda-Smithies, Feng Li

**Keywords:** Endothelin-1, decidualization, nicotinamide, mice, preeclampsia, human endometrial stomal cells

## Abstract

**Highlights:**

**What are the main findings?**

- ET-1 impairs endometrial decidualization and angiogenesis during early pregnancy.
- Nicotinamide (NAM) treatment mitigates the detrimental effect of ET-1.

**What is the implication of the main finding?**

- ET-1 causes insufficient decidualization, leading to impaired implantation and subsequent manifestation of preeclampsia.
- NAM supplementation has the potential to improve embryo implantation and pregnancy outcomes, especially pregnancy with implantation problems, including PE.

**Abstract:**

Endothelin-1 (ET-1) is involved in the pathogenesis of preeclampsia. Mice (*Edn1^H/+^)* having excess endothelin-1 developed preeclampsia-like phenotypes during pregnancy in a maternal genotype-dependent manner. Here, we investigated whether decidualization is impaired in *Edn1^H/+^* dams, and whether nicotinamide (a potent inhibitor of ET-1) exerts beneficial effect. We compared implantation sites between wild type (WT) and *Edn1^H/+^* dams with or without nicotinamide treatment. Implantation sites of *Edn1^H/+^* dams exhibited abnormal ectoplacental cones and sinusoids, along with reduced vascular density in the mesometrial regions of the decidua. VEGF levels were higher in the decidua of *Edn1^H/+^* dams compared with WT dams. Markers of decidualization were decreased in *Edn1^H/+^* dams. Nicotinamide supplementation corrected this abnormality. During differentiation (decidualization) of cultured human endometrial stomal cells, ET-1 impaired the upregulated expression of decidualization markers. The effect of ET-1 was reversed by nicotinamide. These results show nicotinamide counteracts the detrimental effects of ET-1 on endometrial decidualization and has potential to improve embryo implantation and subsequent pregnancy outcomes.

## 1. Background

Endothelin-1 (ET-1), a 21-amino acid peptide, is one of the most potent vasoconstrictors identified. ET-1 exerts its biological functions through two receptors, EDNRA and EDNRB, and can have distinct effects on different cell types [1].

ET-1 plays an important role in the pathogenesis of pregnancy complications including preeclampsia (PE) [2], characterized by hypertension, proteinuria and end-organ damage [3]. There is an association between *EDN1* (gene encoding pre-pro-ET-1) G5665T (Lys198Asn, rs5370) polymorphism and PE [4,5]. In animal studies, Greenberg et al. administered ET-1 to pregnant sheep through continuous intravenous infusion and found that elevated ET-1 plasma levels over a 4 h period resulted in the onset of hypertension, renal and uterine vasoconstriction, and proteinuria mimicking the phenotype of PE [6]. Our prior study reported that female *Edn1^H/+^* mice, having ~2–3× higher plasma ET-1 levels than wild-type (WT) mice, developed the full-spectrum PE-like phenotypes during the third week of pregnancy in a maternal genotype-dependent manner [7]. In addition, we found that embryo implantation was impaired in *Edn1^H/+^* dams. For example, all the embryo implantation sites regardless of their genotype/sex had a disoriented ectoplacental cone (EPC) and sustained elevated expression of E-cadherin (evidence of poor trophoblast cell invasion) at 7.5 days post coitus (dpc) [7]. These findings indicate that the impaired implantation results from high maternal *Edn1* expression, independent of embryo genotype. However, the precise role of ET-1 in uterine decidualization, which plays a pivotal role in implantation, is largely unknown.

Nicotinamide (amide form of vitamin B3, NAM) is a potent inhibitor of ET-1 downstream of ADP ribosylcyclase [8,9]. We tested this agent in two different mouse models of PE [one with experimentally induced sFLT1 overexpression and another genetically lacking ASB4 (Ankiryn-repeat-and-SOCS-box-containing-protein [10])], and reported that NAM treatment throughout the entire pregnancy decreased blood pressure (BP) and renal injury and prolongs pregnancy [11]. NAM ameliorated PE-like conditions in dams with reduced uterine perfusion pressure (RUPP) as well [12]. Thus, NAM has the potential to reverse serious maternal and fetal symptoms of PE.

Impaired implantation leading to insufficient spiral artery remodeling plays a central role in the pathogenesis of PE. However, whether and how NAM would prevent the problems during the early implantation stage of pregnancy has not been investigated.

In the current study, we investigated the role of ET-1/NAM in endometrial decidualization during the early stages of pregnancy, when implantation occurs, using *Edn1^H/+^* mice and cultured human endometrial stromal cells. Our results demonstrate that NAM mitigates the detrimental effects of maternal ET-1 on endometrial decidualization during early pregnancy.

## 2. Materials and Methods

### 2.1. Mice

Mice (C57BL/6J) including both sexes and genotypes (WT and *Edn1^H/+^*) were housed in standard cages on a 12 h light/dark cycle and were allowed free access to food and water. All experiments were carried out in accordance with the National Institutes of Health guideline for use and care of experimental animals, as approved by the IACUC of the University of North Carolina at Chapel Hill (protocol #24-181).

### 2.2. Matings

At the age of 8–10 weeks, litter mates of wild-type (WT) and *Edn1^H/+^* female mice were mated with WT males. Females were checked for vaginal plugs each morning, and the day of plug detection was designated as 0.5 days post coitus (dpc).

### 2.3. Three-Dimensional (3D) High-Frequency Ultrasonography (HFU)

At 7.5 dpc, dams were anesthetized with 2% isoflurane (Isospire™, Dechra Veterinary Products, Overland Park, KS, USA). Abdominal hair was removed with depilatory cream (Nair^TM^, Church & Dwight Co., Trenton, NJ, USA). Implantation site detection and location within each uterine horn were visualized transabdominally using the VisualSonics VevoF2 Imaging System with a 57× transducer (FUJIFILM VisualSonics Inc., Toronto, ON, Canada) at 55 megahertz. The 3D mode was used for advanced data acquisition and analysis, with virtual sections obtained in all directions (x-, y-, z-). The scan distance was set at 10.2 mm, with a step size of 0.08 mm and a total of 127–133 frames were captured per 3D scan. Each ultrasound examination was finished within ~15 min; heart rate and body temperature were monitored during the procedure [13,14].

### 2.4. Morphological Examination

The implantation sites of 7.5 dpc were dissected and examined visually, and the number of sites was counted. Fixed implantation site tissues (4% paraformaldehyde) were sectioned (5 μm) and stained with hematoxylin and eosin (H&E) [7].

### 2.5. Decidua Preparation

One implantation site (7.5 dpc) from each dam of four groups (WT and *Edn1^H/+^* dams with or without NAM) was randomly collected. The embryo and ectoplacental cone were carefully removed and the remaining maternal decidua (illustrated in Figure S1) was subjected to either RAN isolation as described below (Quantitative RT-PCR section) or homogenization in 0.5 mL buffer (0.1% Triton in PBS) for future Western blot/ELISA assay [15].

### 2.6. Biochemical Analyses

The ELISA kit for measuring ET-1, VEGF, and BMP2 was purchased from R&D Systems, Inc. (DET100, MMV00, DBP200, respectively). The ELISA kit for estrogen was from abcam (#ab285291, Fremont, CA, USA), and progesterone was from CrystalChem (#80559, Elk, Grove Village, IL, USA).

### 2.7. Western Blot

Total protein (20 µg/lane) were subjected to 4–20% SDS-PAGE, then electrotransferred onto PVDF membranes. The chemiluminescent intensities of the targeted protein bands were captured using the ODYSSEY^®^ FC system and evaluated using Image Studio Software 2.0 (LI-COR Biosciences, Lincoln, NE, USA). The individual protein level of each sample was quantified by normalizing its intensity to the β-actin in the same sample and expressed relative to the levels of the respective control (WT without NAM) group, the mean of which was set as 1 [16]. The antibodies used in the study included prolactin (#PA5-119669, ThermoFisher, Waltham, MA, USA) and β-actin (#5125, Cell Signaling Technology Inc., Danvers, MA, USA). The primary antibody was diluted 1:500 and incubated overnight at 4 °C and secondary antibody was diluted 1:1000 and incubated for 1-h at room temperature.

### 2.8. Immunohistochemistry (IHC)

The antibodies used were CD31 (#AF3628, Cell Signaling Technology Inc. Danvers, MA, USA), VEGF (#CME356AK, BioCare Medical, Pacheco, CA, USA), BMP2 (#MA5-29055, ThermoFisher, Waltham, MA, USA), cytokeratin 17 (#12509, Cell Signaling Technology Inc., Danvers, MA, USA). IHC was performed in a Bond fully automated slide staining system (Leica Bicrosystems Inc., Vista, CA, USA). Antigen retrieval was performed at 100 °C in Bond-epitope retrieval solution 1 pH 6.0 (AR9961) for 20 min. Positive and negative controls (no primary antibody) were included for each antibody. IHC stained sections were digitally imaged (20× objective) in the Aperio ScanScope XT using line-scan camera technology (Leica Biosystems, Vista, CA, USA) [7].

### 2.9. Cell Culture

Immortalized human endometrial stromal cells (HESC) were obtained from Applied Biological Materials Inc. (T0533, Vancouver, BC, Canada) and maintained following recommended instructions by the company. For differentiation, cells were treated with a decidualization cocktail (DC) containing 1 μM medroxyprogesterone acetate (#461120050, ThermoFisher, Waltham, MA, USA), 10 nM estradiol (#436320050, ThermoFisher, Waltham, MA, USA), and 0.5 mM 8-bromo-cAMP (#14431, Cayman, Ann Arbor, MI, USA) [17,18] in PriGrowIV media without phenol red (#TM004, Applied Biological Materials Inc., Vancouver, BC, Canada) supplemented with 2% charcoal-stripped calf serum (#A3382102, ThermoFisher, Waltham, MA, USA) and varying concentrations of ET-1 (0, 0.01, 0.1, 1 μM, #1160, Tocris Bioscience, Bristol, UK) for 3 days. Then bulk RNA-sequencing was performed. After determining the optimal dose of ET-1, HESC’s were treated with DC, ET-1 (0.01 µM) and ET-1 plus varying doses of NAM (0.1, 1, and 10 mM) for 3 days. Then qRT-PCR and bulk RNA-sequencing were performed.

Different batches of HESC cells were treated with DC, DC + ET-1 (0.01 µM), DC + ET-1 + NAM (10 mM) or DC + ET-1 + NAM (10 mM) + BQ788 (1 μM [7]) for 6 days (medium was changed every other day), then, morphological changes were examined by light microscope (Nikon, Digital Sight 1000, Melville, NY, USA). Experiments were repeated three times with each experimental group consisting of 3–4 replicates.

HESC cells were treated with NAM (10 mM) without DC for 6 days, and morphological changes and gene expression were determined. Experiments were repeated three times with each experimental group consisting of three replicates.

### 2.10. Assessment of Motility of HESCs with Wound Healing Assay

When HESCs reached 100% confluence in a 24-well plate (indicated as day 0), cells were scratched along the midline of the well with a 200 µL pipette tip (#4845, Universal Fit Pipet Tips, Corning, NY, USA, approximately 600 µm in diameter) and images were captured using a Nikon Digital Sight 1000 camera [19]. Scratched cells were then treated with the different medium as described above. After 72 h of exposure to different treatments, cell migration into the wound was visualized using the same microscope again [20,21]. Data was presented as Δ wound width (wound width at day 0 − wound width at day 3). Experiments were repeated three times with each experimental group consisting of 3–4 replicates.

### 2.11. Trophoblast Spheroid Formation

HTR-8/SVneo cells [7] were cultured in RPMI 1640 medium (Corning, Manassas, VA, USA) supplemented with 1% Penn/Strep and 5% FBS until 80% confluence. HTR-8 cells were then trypsinized and diluted to 300 cells/µL in RPMI 1640 medium with 5% FBS. Cell counting was performed using a hemacytometer (Hausser Scientific, Horsham, PA, USA). Approximately 6000 HTR-8 cells in 20 µL were transferred to an ultra-low cluster 96-well plate with round bottom (#7007, Costar, Kennebunk, ME, USA) and incubated at 37 °C degrees for 16–18 h [22].

### 2.12. Spheroid Attachment to Epithelial Cells

Ishikawa cells [23] were plated in 24-well plates with MEM (#11095080 ThermoFisher, Waltham, MA, USA) with 10% FBS, 1 mM sodium pyruvate, 0.1 mM non-essential amino acids, 1% Penn/Strep until reaching 100% confluence. Cells were starved for 24 h with 0% FBS medium. The respective treatment groups are: 1. Control (0% FBS medium), 2. 0.5 µM ET-1 in 0% FBS media. After 24 h of treatment, 10 trophoblast spheroids were transferred into each well. After 24 h of incubation, media were removed and replaced with PBS (Corning, Manassas, VA, USA). Plates were vigorously tapped and shaken to remove the unattached spheroids. The attached spheroids were counted under microscope [24]. Data was presented as percentage of attached spheroids: (the number of remaining spheroids/10) × 100.

### 2.13. RNA Sequencing

Total RNA from different groups of HESCs was extracted using RNeasy mini kit (Qiagen, Hilden, Germany) according to the manufacturer’s protocol. After the quality of RNA was examined, the High-Throughput Sequencing Facility (HTSF) at UNC-CH performed library preparation and sequencing. Paired-end raw sequences of 100 bp were acquired by NextSeq 2000 (Illumina, San Diego, CA, USA), and subsequent demultiplexing was performed using bclconvert with a 1-mismatch threshold to segregate reads based on indexes. Raw sequencing reads were preprocessed using FASTP to remove adapters and trim poly-G tails. The trimmed reads were then aligned to the Ensemble gene database (release 113) using the SALMON aligner. The gene count matrices were generated and extracted from the SALMON quantification files. The raw counts were then filtered and normalized for the subsequent differential gene expression analysis using relevant Bioconductor packages in R studios (Posit Software, version 4.5.1). The data was deposited to GEO (GSE306844).

### 2.14. Quantitative RT-PCR

Total RNA from tissues or cells was extracted using Trizol (Life Technologies, St. Paul, MN, USA) following the manufacturer’s instruction. A NanoDrop spectrophotometer method and gel electrophoresis were used to check the quantity and quality of RNA. mRNA was quantified with QuantStudio 3 Real-Time PCR system (Thermo Fisher, Waltham, MA, USA) by using one-step RT-PCR Kit (Bio Rad, Hercules, CA, USA) with *18s* as reference genes in each reaction for mouse tissue. For human cell experiments, *GAPDH* was used as a reference gene [7,25]. The primer and probe sequences are in Table S1.

### 2.15. Statistical Analysis

Data are presented as mean ± SEM. A multifactorial ANOVA test was used with the program JMP 17.0 (SAS Institute Inc., Cary, NC, USA). Post hoc analyses were done using the Tukey–Kramer Honest Significant Difference test or Student *t*-test as described in figure legends. Two-tailed analysis is applied unless otherwise indicated. Differences were considered to be statistically significant with *p* values less than 0.05.

## 3. Results

### 3.1. The Decrease in Implantation Site Volume in Edn1^H/+^ Dams Is Prevented by NAM Treatment

In order to compare the implantation site volume between WT and *Edn1^H/+^* dams, 3D HFU analysis was used and revealed that the implantation site volume at 7.5 dpc from *Edn1^H/+^* dams was ~0.5× lower than that from WT dams. NAM treatment increased the implantation site volume by ~1.5× in *Edn1^H/+^* dams but did not affect WT dams (Figure 1A,B).

Visually examining the implantation sites from the four groups of dams showed that *Edn1^H/+^* dams had significantly fewer implantation sites than WT dams (average 5.3 in *Edn1^H/+^* dams vs. 7.8 in WT dams, *p* = 0.01) (Figure 1C). NAM tended to increase about one implantation site per *Edn1^H/+^* dam but did not reach significant levels (*p* = 0.06). NAM had no effect on WT dams (Figure 1D). These results suggest that NAM improves embryo development in *Edn1^H/+^* dams.

### 3.2. The Impaired Structure of Implantation Sites from Edn1^H/+^ Dams Is Improved by NAM

H&E staining and CD31 (PECAM-1, marker of endothelial cells) immunostaining of implantation sites from *Edn1^H/+^* dams at 7.5 dpc showed a reduced vascular sinus folding (VSF) region in the mesometrial region (MR) compared with those from WT dams (Figure S1 illustrates the structure of an implantation site). NAM treatment improved the altered decidual vascular structure in *Edn1^H/+^* dams but had no effects on WT dams (Figure 2A,B). Semi-quantification analysis showed decreased CD31^+^ area in *Edn1^H/+^* dams compared with WT dams. NAM increased the area in *Edn1^H/+^* dams but did not affect WT dams (Figure 2C).

Embryos from *Edn1^H/+^* dams had distorted ectoplacental cones (EPCs), as we previously reported [7], and NAM corrected its orientation (Figure 2D).

### 3.3. NAM Treatment Improves the Structure of Maternal–Embryo Interface During Early Pregnancy

The increased expression of vascular endothelial growth factor-A (VEGF) in the sinusoids of the mesometrial region of *Edn1^H/+^* dams is mitigated by NAM.

Excess VEGF alters the decidual vascular network [26] and our previous work showed that *Edn1^H/+^* mice had higher plasma VEGF levels than WT mice [7]. Therefore, we determined the expression of VEGF in the deciduae (Figure S1B illustrates the decidual region used for experiments henceforth). Immunostaining and ELISA showed that VEGF were higher in the deciduae of *Edn1^H/+^* dams compared with WT dams. NAM treatment decreased VEGF in *Edn1^H/+^* dams but did not affect WT dams (Figure 3A,B). The mRNA levels of *Vegf* also had the same pattern among the four groups of dams (Figure 3C). However, NAM treatment did not significantly decrease plasma VEGF concentration. (Figure 3D). These results suggest that the effect of NAM treatment on VEGF is likely localized to the deciduae.

There is a report that ET-1 increases VEGF through Hypoxia-inducible factor 1-alpha (HIF-1α) [27]. HIF-1α mRNA levels in deciduae were measured, and the pattern of its expression was in parallel with that of VEGF in deciduae from four groups of mice. (Figure 3E).

### 3.4. Decidualization Is Impaired in Edn1^H/+^ Dams, Which Is Mitigated by NAM

Decidualized endometrial stromal cells contribute to angiogenesis, which is essential for decidualization [28,29]. Accordingly, we investigated the effects of ET-1 on uterine decidualization. Prolactin expression (PRL, a marker of endometrial decidualization), determined by western blot, was reduced in the deciduae of *Edn1^H/+^* dams than WT dams. NAM treatment increased PRL expression in *Edn1^H/+^* while NAM had no effect on PRL levels in WT dams (Figure 4A,B).

We next performed immunoassays for BMP2 (bone morphogenetic protein 2, a marker of endometrial decidualization). We found BMP2 levels were less in the deciduae of *Edn1^H/+^* dams compared with WT dams. NAM treatment increased BMP2 in *Edn1^H/+^* while NAM did not affect BMP2 in WT dams (Figure 4C).

There is an interplay between ET-1 and progesterone [30,31,32], and progesterone is reported to play a pivotal role in endometrial decidualization [33,34]. We measured plasma levels of progesterone and found there was no difference among the four groups of mice (Figure S2A). We measured plasma levels of estrogen as well because it plays a role in stromal cell differentiation [35]. The plasma levels of estrogen tended to be higher in *Edn1^H/+^* dams compared with WT dams. NAM treatment increased estrogen plasma levels in WT dams yet had no effect on *Edn1^H/+^* dams (Figure S2B).

These results suggest that ET-1 directly impacts endometrial decidualization in the decidua.

### 3.5. NAM Inhibits ET-1 Expression in the Deciduae of Edn1^H/+^ Dams

Because ET-1 directly regulates its own secretion [36,37] and NAM blocks ET-1 signaling, NAM could alter ET-1 and its two receptors. We examined the expression of ET-1, and two receptors in the deciduae. First, as expected, *Edn1* (mouse gene encoding precursor of ET-1) mRNA levels were markedly higher in control *Edn1^H/+^* dams than their WT counterparts. NAM decreased *Edn1* expression in the deciduae from *Edn1^H/+^* dams (Figure 5A). Furthermore, ET-1 protein levels in the deciduae and plasma from the four groups of dams were measured by ELISA. *Edn1^H/+^* dams had elevated ET-1 levels in the deciduae and circulation, both of which were reduced by NAM (Figure 5B,C). In contrast, NAM did not change ET-1 levels in WT dams. Lastly, we found the mRNA levels of *Ednra* (encoding ET type A receptor) and *Ednrb* (encoding ET type B receptor) in the deciduae were also higher in control *Edn1^H/+^* dams than their WT counterparts. NAM decreased the expression of *Ednrb* but not *Ednra* in *Edn1^H/+^* dams (Figure 5D,E). NAM did not affect the mRNA levels of *Ednra* and *Ednrb* in WT dams (Figure 5D,E).

### 3.6. ET-1 Inhibits the Endometrial Stromal Cell Differentiation In Vitro, Which Was Corrected by NAM

Endometrial stromal cell decidualization (differentiation) is an essential prerequisite for implantation, refs. [33,34] and stromal cells are the most abundant cell types in the deciduae [38]. Therefore, we tested the effects of ET-1 at three concentrations (0.01, 0.1 and 1 µM) on human endometrial stromal cell differentiation in vitro. We found that all three doses of ET-1 suppressed the upregulation of differentiation markers (WNT4, IGFBP-1) and promoted the downregulation of proliferation markers (Ki67, ID2) three days after being treated with a cell differentiation cocktail (Figure S3). Following these results, we used 0.01 µM of ET-1 in the following experiments. To investigate whether NAM could counteract the inhibitory effects of ET-1 on differentiation, we tested 0.1(L), 1(M) and 10 (H) mM of NAM and found that NAM abolished ET-1 effects in a dose dependent manner, 10 mM of NAM dramatically increased the mRNA levels of markers of decidualization (Figure 6A–C). This was consistent with RNA-seq analysis which revealed the upregulated expression of genes during decidualization was decreased by ET-1; however, NAM restored the expression of these genes (Figure S4).

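Across the HESC transcriptome, DC raised 3490 genes and lowered 3436 relative to untreated control cells. ET-1 added to DC raised 943 and lowered 795 relative to DC, and 10 mM NAM added to DC with ET-1 raised 2910 and lowered 3074 relative to DC with ET-1 (limma, adjusted p under 0.05, n = 3 libraries per group). At least 2-fold, DC raised 807 and lowered 735, ET-1 raised 47 and lowered 78, and 10 mM NAM raised 284 and lowered 555. For 64.1%, 38.8% and 46.6% of the 13940 genes tested, the 3 libraries of one group lay entirely above or below those of the other. Chance gives 10% on average over all splits of 6 libraries, and the shares of the other splits were not computed. With limma fitted to the 6 libraries of each comparison alone, the counts were 8015 for DC, 2450 for ET-1 and 3972 for 10 mM NAM. In the fit of the 15 libraries they were 6926, 1738 and 5984. That fit shares one estimate of the spread among the groups, while the 10 mM NAM libraries vary more than the others. The count for ET-1 fell whichever library of the groups compared was left out, to between 1025 (DC replicate 3) and 1257 (ET-1 replicate 2). Fewer libraries by themselves lower such a count. Without replicate 3 of 10 mM NAM, left out after the data were seen, the count for ET-1 was 2763. That library lies apart from the other 2 of its group. With the share of mitochondrially encoded transcripts as a covariate, also added then, the count was 1116.

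HESC are immortalized human endometrial stromal cells, and the 15 libraries come from cells harvested after 3 days. The groups are control, DC (1 µM of the progestin medroxyprogesterone acetate, 10 nM estradiol and 0.5 mM of the cyclic AMP analog 8-bromo-cAMP), DC with 0.01 µM ET-1, and DC with ET-1 and either 1 mM or 10 mM NAM. No group received DC and NAM without ET-1, so an action of NAM on ET-1 signaling and an action of its own on the cells are measured together. The authors deposited size-factor normalized counts, a signal value per gene that is divided neither by the library total nor by length. Their sum per library has a median of 121590918 in the control group (121002784 to 122647551), 126549355 with DC (124896211 to 126835412) and 127016827 with ET-1 (126451229 to 129122894). It is 127869799 with 1 mM NAM (127414245 to 128986215) and 127752786 with 10 mM NAM (127071632 to 127972975). One read is worth 0.826 to 1.20 normalized counts depending on the library, which gives an estimated 106700000 to 148500000 reads counted over the deposited genes per library. A read here is one counted unit, which for paired reads may be a pair, and unassigned reads are not included. Differences were tested with limma on log2(normalized count + 1) in one fit of the 15 libraries, for genes with a mean of at least 10, and Benjamini-Hochberg adjusted p-values under 0.05 were called. The added 1 draws the log2 fold changes of genes with low values toward 0, so these understate the change. The paper does not say whether the 3 libraries of a group come from separate cultures, and p-values measure only the spread between these libraries.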

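With DC, HESC took on the transcripts of decidual cells and lost those of dividing cells. *PRL*, which encodes the hormone prolactin, was at 83.1 ± 3.57 normalized counts (mean ± SD, n = 3) against 2.96 ± 1.02 in control cells, a log2 fold change of 4.44 ± 0.23 (± SE, limma adjusted p = 2.08e-10). *WNT4*, a secreted signal that acts in decidualization, was at 40.2 ± 3.00 against 6.09 ± 2.53 (2.60, limma adjusted p = 2.3e-06). *FOXO1*, a transcription factor of the decidual program, was at 2100 ± 44.3 against 412 ± 45.3 (2.35, adjusted p = 7.07e-12). *IGFBP1*, a secreted binding protein of insulin-like growth factors, was low in both, at 12.1 ± 7.83 against 2.67 ± 0.599 (1.68, adjusted p = 0.00526). Among 34 measured decidualization genes outside Figure S4, 24 rose and 7 fell, also when adjusted over the list alone (camera adjusted p = 4.67e-08, or 0.00179 with an estimated correlation). They include *KLF9*, a progesterone-responsive transcription factor (2.13), and the antioxidant enzyme *GPX3* (2.65). *SST*, which encodes the peptide hormone somatostatin, and *ZBTB16*, a transcription factor induced by progestins, are listed at 0 in the control libraries and were at 228 ± 24.1 and 187 ± 29.7 with DC. Of 17 measured cAMP response genes 13 rose and 2 fell, also over the list alone (camera adjusted p = 7.68e-07, or 0.0325 with an estimated correlation), among them *RGS2*, a regulator of G-protein signaling (3.73). Of 14 steroid receptor targets 10 rose and 1 fell (camera adjusted p = 7.32e-06, or 0.0325 with an estimated correlation), among them *FKBP5* (3.08). The decidualization and steroid lists share *KLF9* and *ZBTB16*.

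The 29 measured mitosis genes and the 25 measured DNA replication genes fell with DC without exception (camera adjusted p = 2.21e-25 and 1.07e-16, or 0.000594 for each with an estimated correlation). *MKI67*, the Ki67 proliferation marker, went from 4858 ± 222 to 43.4 ± 6.41 (log2 fold change -6.78, limma adjusted p = 1.72e-09), and *RRM2*, a subunit of the enzyme that makes deoxynucleotides, fell by 5.59 on the log2 scale. *ID2*, an inhibitor of differentiation, went from 12409 ± 428 to 1949 ± 233 (-2.68, adjusted p = 1.6e-11). Its relatives *ID4* and *ID1* fell by 2.01 and 1.86, while *ID3* rose by 1.05, and the family of 4 taken as a list did not pass (camera adjusted p = 0.0548). *VEGFA* fell by 0.73 (adjusted p = 4.38e-09).

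ET-1 lowered part of the decidual transcripts. *PRL* was at 31.0 ± 7.35 with DC and ET-1 (log2 fold change from DC -1.42 ± 0.23, limma adjusted p = 0.000811), *FOXO1* at 1546 ± 4.75 (-0.44, adjusted p = 0.00441) and *WNT4* at 18.3 ± 4.90 (-1.13, adjusted p = 0.0203). *IGFBP1* at 4.04 ± 0.716 did not pass limma (-1.22, adjusted p = 0.089). Outside Figure S4, 13 of the 34 decidualization genes fell and 1 rose, or 15 and 2 when adjusted over the list alone (camera adjusted p = 0.000756, or 0.0341 with an estimated correlation). The collagen-binding proteoglycan *DCN* fell by 0.62, *SST* by 1.17, the laminin chain *LAMA4* by 0.37 and the transcription factor *HOXA11* by 0.33. The gene that rose, the small heat shock protein *CRYAB* (0.64), is named because its value was seen. Contractile and myofibroblast genes moved the other way, with 6 of 15 higher and 1 lower, or 9 and 2 over the list alone (camera adjusted p = 0.00564, but adjusted p = 0.164 with an estimated correlation). Calponin *CNN1* rose by 0.71, smooth muscle actin *ACTA2* by 0.68, *TAGLN* by 0.65 and *MYL9* by 0.49. Epithelial markers rose in the same libraries, 3 of 7 (*MUC1* by 0.62, *KRT19* by 0.38, *KRT18* by 0.34; camera adjusted p = 0.00732, but adjusted p = 0.0792 with an estimated correlation). Mitochondrially encoded transcripts made up 2.07 ± 0.41% of the total with ET-1 against 1.58 ± 0.05% with DC.

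Among the largest changes with ET-1, *ACKR4*, a chemokine scavenging receptor, went from 328 ± 8.45 to 47.3 ± 11.2 (limma adjusted p = 3.84e-06), *ANGPTL1* from 539 ± 64.7 to 137 ± 11.0 (adjusted p = 0.000419), and *CEMIP*, which takes part in hyaluronan breakdown, from 552 ± 19.8 to 1531 ± 102 (adjusted p = 4.22e-08). The proliferation markers stayed low. *MKI67* was at 48.1 ± 5.69 and *ID2* at 2299 ± 125, neither of them past the test against DC (log2 fold changes 0.15 and 0.24, limma adjusted p = 0.86 and 0.174). Among the 29 mitosis genes 1 was called, *CCNA2* (0.37, adjusted p = 0.0338). Of the 795 genes lowered by ET-1, 417 had been raised by DC, where independent lists would share 199. Of the 943 raised by ET-1, 397 had been lowered by DC, where independent lists would share 232. The DC libraries enter both comparisons. The correlation of the fold changes, their covariance divided by their spread, was -0.231. Simulated groups that share libraries but do not differ gave a stronger one, -0.491 (mean of 20 runs). The covariance was -0.0255 in these groups and -0.0646 measured. With the DC libraries divided between both comparisons, a test added after the data were seen, it was -0.0431 on average over 6 divisions (-0.0506 to -0.0325). The 417 were 265 without DC replicate 2, 270 without DC replicate 3 and 632 without replicate 3 of 10 mM NAM. The call of *WNT4* was lost without DC replicate 1, 2 or 3 or without ET-1 replicate 3 (limma adjusted p = 0.0528 to 0.0934), and with the share of mitochondrially encoded transcripts as a covariate, added after the data were seen (-1.14, adjusted p = 0.0649).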

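With 10 mM NAM *PRL*, *WNT4* and *IGFBP1* went beyond the level they had with DC. *PRL* was at 582 ± 77.6 normalized counts (mean ± SD, n = 3), which is 18.7-fold the level with DC and ET-1 and 7.00-fold the level with DC (log2 fold changes 4.20 and 2.79, limma adjusted p = 2.06e-09 and 2.05e-07). *WNT4* was at 213 ± 28.1, 11.7-fold and 5.31-fold (3.50 and 2.38, adjusted p = 2.11e-07 and 1.25e-05), and *IGFBP1* at 96.1 ± 31.6, 23.8-fold and 7.96-fold (4.22 and 3.00, adjusted p = 2.25e-06 and 6.79e-05). *FOXO1* was at 2901 ± 357 (0.90 and 0.46, adjusted p = 1.28e-06 and 0.000713). Its call above DC was lost with the share of mitochondrially encoded transcripts as a covariate, added after the data were seen (0.26, limma adjusted p = 0.287). The largest rise was that of *SST*, from 102 ± 21.7 with DC and ET-1 to 2815 ± 359 (4.78 ± 0.18, adjusted p = 7.21e-11), followed after *IGFBP1* and *PRL* by the secreted WNT antagonist *SFRP1* (3.88), *WNT7B* (3.66) and *WNT4*.

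Not every decidualization gene followed. Outside Figure S4, 13 of 34 rose and 6 fell with 10 mM NAM relative to DC with ET-1, or 15 and 6 over the list alone (camera adjusted p = 0.0246, but adjusted p = 0.124 with an estimated correlation). The WNT receptor *FZD4* rose by 1.03 and the WNT antagonist *DKK1* by 1.41. *IGF1*, insulin-like growth factor 1, fell by 1.77 and stood below DC (log2 fold change -2.33, limma adjusted p = 5.72e-10). cAMP response genes rose as a group, 13 of 17 with 1 lower, also over the list alone (camera adjusted p = 7.34e-08, or 0.0436 with an estimated correlation), among them *RGS2* (3.14), the orphan nuclear receptors *NR4A2* (2.28) and *NR4A3* (1.76), and the phosphodiesterase *PDE7B* (1.05). Of the contractile genes that ET-1 had raised, *CNN1* fell by 1.97, *ACTA2* by 1.08 and *MYL9* by 0.71. The list had 8 of 15 lower and 4 higher, or 9 and 4 over the list alone (camera adjusted p = 0.0732). *ID2* fell by 0.63 to 1494 ± 250 (adjusted p = 0.000293) and *VEGFA* by 0.44 to 6578 ± 98.4 (adjusted p = 3.35e-06). *MKI67* was at 140.0, 52.4 and 25.4 in replicates 1, 2 and 3 and did not pass against DC with ET-1 or DC (0.25 and 0.40, limma adjusted p = 0.65 and 0.444). It was called higher in both comparisons without replicate 3 (0.83 and 0.98, limma adjusted p = 0.0482 and 0.0208) and with the mitochondrial covariate (1.39 and 2.27, adjusted p = 0.0146 and 0.009). The mitochondrial share was 2.24, 3.22 and 3.91% in replicates 1, 2 and 3 and 1.53 to 1.63% with DC, without overlap. The covariate fit thus extends a trend within groups to shares not measured in the same group, and does not decide on a rise. Without replicate 1 the log2 fold changes of *MKI67* were -0.38 and -0.23 (limma adjusted p = 0.304 and 0.532). Of the 29 mitosis genes 8 fell and 2 rose relative to DC with ET-1 (camera adjusted p = 0.212), or 8 and 3 without replicate 3.

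Extracellular matrix genes fell, 16 of 24 with 1 higher, also over the list alone (camera adjusted p = 2.68e-05, but adjusted p = 0.0967 with an estimated correlation). Among them are elastin *ELN* (-2.43) and the thrombospondins *THBS2* (-1.02) and *THBS1* (-0.81). Genes of the unfolded protein and amino acid stress response fell as well, 12 of 17 with 1 higher, also over the list alone (camera adjusted p = 2.25e-05, but adjusted p = 0.0955 with an estimated correlation), among them the serine and asparagine synthesis enzymes *PSAT1* (-1.46) and *ASNS* (-1.27) and their regulator *ATF4* (-0.74). In the same libraries 4 of 7 epithelial markers fell (*CDH1* -2.12, *KRT19* -1.57, *MUC1* -1.06, *KRT18* -0.46; camera adjusted p = 0.0246, but adjusted p = 0.0967 with an estimated correlation). Mitochondrially encoded transcripts made up 3.12 ± 0.84% of the total, and 10 of their 13 genes rose (*MT-ND5* by 0.87, *MT-ND4L* by 0.85; camera adjusted p = 0.00325, but adjusted p = 0.482 with an estimated correlation). Without replicate 3, 6 of the 13 were called higher. Replicate 3 of this group lies apart from the other 2, with 225 genes more than 2-fold from their mean. Replicates 1 and 2 had 105 and 111 against means that include replicate 3, and libraries of the other groups had 54 or fewer.

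Of the 795 genes lowered by ET-1, 369 rose with 10 mM NAM, where independent lists would share 166. Of the 943 raised by ET-1, 527 fell, where independent lists would share 208. Both comparisons use the DC with ET-1 libraries. The correlation of the fold changes was -0.292, weaker than the -0.513 of simulated groups that do not differ. The covariance was -0.0272 in these groups and -0.0544 measured. With the DC with ET-1 libraries divided between both comparisons, also added after the data were seen, it was -0.0296 on average (-0.0422 to -0.00594 over 6 divisions). Setting 10 mM against 1 mM NAM, which shares no library with ET-1 against DC, 309 and 482 genes moved opposite to ET-1, where independent lists would share 150.5 and 192. The 369 and 527 genes were 222 and 348 without DC replicate 2 and 245 and 351 without ET-1 replicate 1. The 369 were 231 without DC replicate 3. For the 417 genes raised by DC and lowered by ET-1, the median log2 distance from DC was -0.41 with ET-1, -0.37 with ET-1 and 1 mM NAM, and -0.10 with ET-1 and 10 mM NAM (quartiles -0.54 and 0.23). At 10 mM, 109 of them were called higher than DC, 170 lower and 138 neither. For the 397 genes lowered by DC and raised by ET-1, the median was 0.40 with ET-1, 0.35 with 1 mM NAM and -0.0077 with 10 mM NAM (quartiles -0.31 and 0.29), with 120 called higher than DC, 137 lower and 140 neither. The genes of each set were chosen for high or low values in the DC libraries, which by itself places the other groups on the opposite side. The median of the 417 was -0.14 without DC replicate 2, -0.15 without ET-1 replicate 2, -0.07 without replicate 2 of 10 mM NAM and -0.06 without its replicate 3. Of the 5984 genes that 10 mM NAM changed, 4854 (81.1%) were not called in the comparison of ET-1 with DC, where small changes can be missed. That comparison called 1738 of all 13940 genes tested, so most of any set of genes would be uncalled there. The share therefore does not set the response to NAM apart from that to ET-1. The paper sets its heatmap beside mRNA measurements of decidualization markers and reports from it that genes lowered by ET-1 were restored by NAM.

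**Figure D1:**
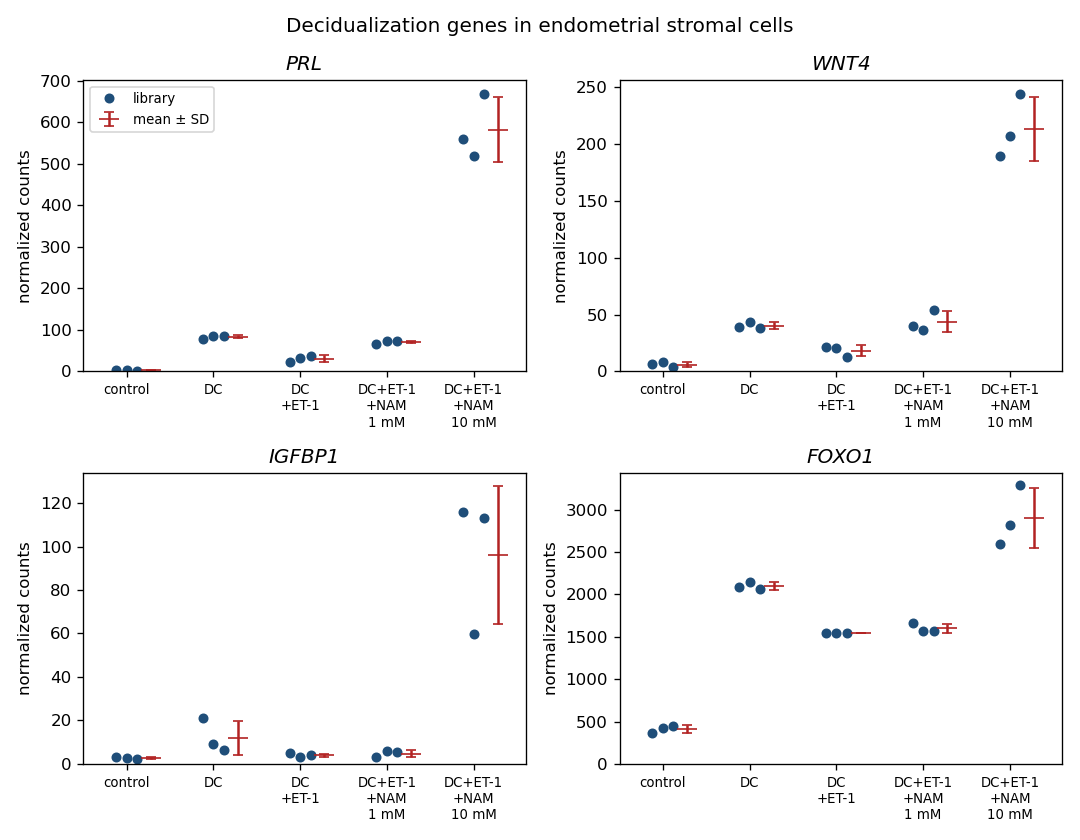
*PRL*, *WNT4*, *IGFBP1* and *FOXO1* in the 15 libraries. Points are libraries, bars mean ± SD of 3 libraries, in normalized counts.

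**Figure D2:**
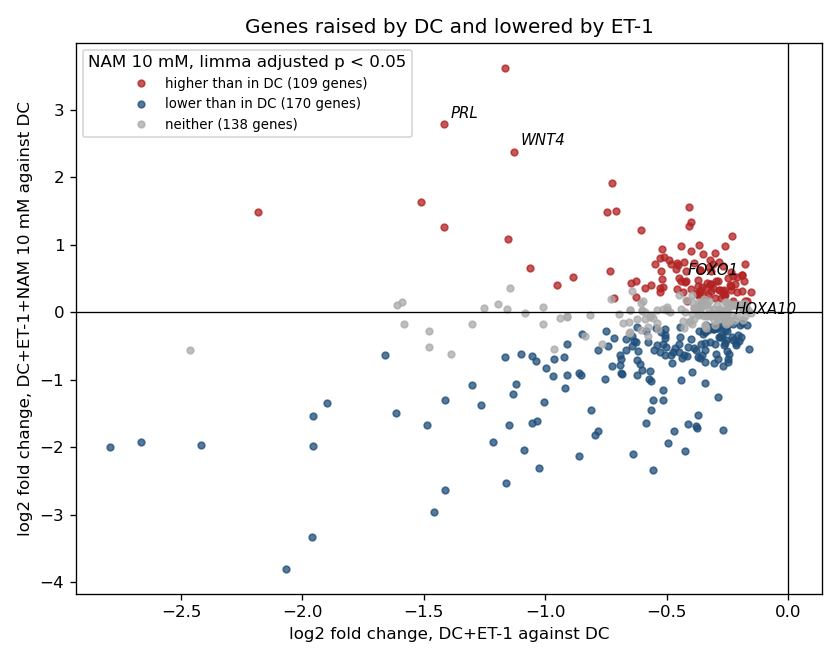
Log2 fold changes from DC of the 417 genes raised by DC and lowered by ET-1, with ET-1 (horizontal) and with ET-1 and 10 mM NAM (vertical).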

We next examined the effects of ET-1/NAM on stromal cell morphological change during decidualization. Six days after differentiation, the cells in DC groups gained the morphological features of decidual cells (e.g., larger and multinucleated) [39,40] (Figure 6D and Figure S5), while the cells in DC+ET-1 group kept the typical fibroblastic characteristics similar to non-differentiated control cells. NAM improved the cell differentiation in DC+ET-1 group as evidenced by the presence of larger and multinucleated cells (Figure 6D and Figure S5).

Functional effects of ET-1/MAN on stromal cells were evaluated by cell motility (wound healing) experiments. Stromal cells exposed to DC had increased cell motility, which was inhibited by ET-1 but corrected by NAM (Figure 6E,F).

To determine if NAM has effects on non-decidualized stromal cells, cells were treated with NAM at dose of 10 mM. At this high dose, NAM did not alter the mRNA levels of PRL and WNT4 (Figure S6A) and did not alter the morphology of the cells (Figure S6B). NAM only increased the mRNA levels of IGFBP1 slightly compared with its effects on decidualized stomal cells (Figure S6A).

### 3.7. The Beneficial Effects of NAM on Stromal Cell Decidualization Are Mediated Through EDNRB

RNA-seq analysis showed that the expression of *EDN1* and *EDNRA* was detected but *EDNRB*’s expression was nondetectable in non-differentiated stromal cells (Figure S6). However, the three major molecules in ET-1 signaling were upregulated three days after differentiation (Figure S5). 

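In the 3 control libraries *EDN1*, the gene of the ET-1 precursor, was at 447 ± 60.8 normalized counts (mean ± SD, n = 3), and *EDNRA*, the gene of the type A receptor, at 4511 ± 414. *EDNRB*, the gene of the type B receptor, is listed at 0 in each of them, at an estimated 114500000 to 148500000 reads counted over the deposited genes per library. In the GENCODE annotation of GRCh38 used to look up positions, *EDN1* lies on chromosome 6 from 12290363 to 12297194, *EDNRA* on chromosome 4 from 147480917 to 147544954 and *EDNRB* on chromosome 13 from 77895481 to 77975529. That annotation is older than the Ensembl release against which the authors counted reads.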

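After 3 days of DC *EDN1* was at 938 ± 22.9 normalized counts (mean ± SD, n = 3), 2.10-fold its control level (log2 fold change 1.07 ± 0.09, ± SE, limma adjusted p = 5.16e-08). *EDNRA* was at 15234 ± 846, 3.38-fold (1.76 ± 0.08, limma adjusted p = 4.4e-11). Each DC library lay above each control library for both genes. *EDNRB* reached 4.05, 14.2 and 2.08 normalized counts in the 3 DC libraries, a few reads in 2 of them. With a control level of 0 no fold can be given. An exact permutation of the group means gave p = 0.1, the smallest that 3 libraries against 3 can give. Its mean over the 15 libraries, 6.22, is under the minimum of 10 set for testing. With that minimum removed limma gave an adjusted p = 0.00118.

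In the list of the endothelin system, 10 genes were measured, of which 6 rose and 1 fell with DC, also when adjusted over the list alone (camera adjusted p = 0.086). Besides *EDN1* and *EDNRA* they include *MME*, the gene of neprilysin, a peptidase that degrades ET-1 (1.05, limma adjusted p = 1.44e-08), and *ECE1*, the gene of the endothelin-converting enzyme (0.25). Among the genes of the G-protein pathway downstream of the receptors, *GNAQ* rose by 0.28 and the phospholipase *PLCB4* by 0.72, while *PLCB3* fell by 0.58 (adjusted p = 3.62e-06). *ECE1*, *GNAQ* and *PLCB4* are named to complete the count.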

Exposure to ET-1 further increased *EDN1* expression, but NAM decreased *EDN1* expression in a dose-dependent manner. 

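*EDN1* was at 1126 ± 33.5 normalized counts with DC and ET-1, at 1074 ± 39.6 with 1 mM NAM added and at 749 ± 10.8 with 10 mM NAM added (mean ± SD, n = 3). Each ET-1 library lay above each DC library, by a log2 fold change of 0.26 ± 0.09 (± SE) that did not pass over all genes (limma adjusted p = 0.0621, and 0.00853 before adjustment). With limma fitted to the 6 libraries of this comparison it passed (adjusted p = 0.0286). Over the alternatives tried the limma adjusted p lay between 0.0286 and 0.182. Relative to DC with ET-1, 10 mM NAM lowered *EDN1* to 0.665 of its level (-0.59 ± 0.09, adjusted p = 6.66e-05), and below DC without ET-1 (-0.32, adjusted p = 0.00698). The call below DC was lost with the share of mitochondrially encoded transcripts as a covariate, added after the data were seen (-0.39 ± 0.16, limma adjusted p = 0.117). With 1 mM NAM the log2 fold change was -0.07 (adjusted p = 0.849), and the difference between both doses was -0.52 (adjusted p = 0.000271). In the same comparison with 10 mM NAM, *MME* fell by 0.53 (adjusted p = 5.36e-05) and *PLCB3* by 0.44 (limma adjusted p = 9.56e-05). *GNAQ* rose by 0.25 (adjusted p = 0.0228). Of the 10 endothelin system genes measured, 4 fell and 1 rose, also over the list alone (camera adjusted p = 0.299).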

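*EDNRA* was at 15444 ± 635 normalized counts with DC and ET-1, at 15613 ± 161 with 1 mM NAM added and at 15902 ± 1758 with 10 mM NAM added (mean ± SD, n = 3). The log2 fold changes were 0.02 for ET-1 relative to DC, and 0.02 and 0.04 for 1 and 10 mM NAM relative to DC with ET-1, each ± 0.08 (± SE, limma adjusted p = 0.905, 0.971 and 0.735). *EDNRB* stayed near the lower limit of the measurement. With DC and ET-1 its libraries held 2.22, 1.30 and 2.03 normalized counts. They held 4.95, 19.1 and 10.7 with 1 mM NAM added, and 9.64, 11.9 and 11.1 with 10 mM NAM added. The group means are 1.85, 11.6 and 10.9. An exact permutation gave p = 0.2 for ET-1 relative to DC, p = 0.1 for 1 mM and for 10 mM NAM relative to DC with ET-1, and p = 0.9 between both doses, where 0.1 is the smallest p that 3 libraries against 3 can give. With the minimum of 10 removed, limma gave log2 fold changes of -1.13 ± 0.53 for ET-1 (adjusted p = 0.256), 1.99 ± 0.53 for 1 mM NAM (adjusted p = 0.221) and 2.07 ± 0.53 for 10 mM NAM (adjusted p = 0.0085). Between both doses the log2 difference was 0.08, and -0.37 without replicate 1 of 1 mM NAM, which leaves that group a mean of 14.9. Without its replicate 2 the mean with 1 mM NAM was 7.82, below the 10.9 with 10 mM NAM. Single libraries thus decide the direction.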

While neither ET-1 nor NAM had any effects on *EDNRA*, ET-1 tended to decrease *EDNRB* expression and NAM corrected its expression in a dose-dependent manner.

Following this, we tested the effect of selective EDNRB antagonist (BQ788) on the beneficial role of NAM in decidualization. Addition of BQ788 to medium containing DC, ET-1, and BQ788 abolished NAM’s promoting role in decidualization (Figure 7A), as evidenced by reduced expression of decidualization markers, impaired cell motility (Figure 7B,C) and loss of decidualized stromal cell morphology (Figure 7D).

### 3.8. Excess ET-1 Does Not Alter the Receptivity of Uterine Luminal Epithelial Cells (Ishikawa Cells)

Endometrial epithelial cells provide the initial receptive surface for attachment. If this process is disturbed, embryo implantation is also impaired. Ishikawa cells are widely used in vitro models to study embryo implantation [41]. We found that Ishikawa cells treated with 0.5 µM of ET-1 did not decrease the attachment of trophoblast spheroids compared to non-treated control cells (Figure S7).

## 4. Discussion

In the current study, we have demonstrated that the increase in ET-1 expression causes impaired endometrial decidualization and angiogenesis at the early stage of pregnancy when implantation/invasion occurs. NAM treatment mitigated these detrimental effects observed in dams having excess ET-1. Our in vitro data showed that ET-1 inhibits endometrial stromal cell differentiation, as evidenced by (1) the upregulating expression of decidualization markers being blocked by the addition of ET-1 in differentiation medium, and (2) exposure to ET-1 causing poor morphological change and motility of stromal cells. NAM counteracted the effect of ET-1 in a dose-dependent manner in this cell culture model. 

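In the RNA-seq libraries limma called many genes with 10 mM NAM and few with 1 mM NAM. With 1 mM, the 3 libraries lay entirely above or below those of DC with ET-1 for 21.5% of the 13940 genes tested. Between both doses it was 45.7%. Chance gives 10% on average over all splits of 6 libraries. Trends across a library move many genes together, so the share of a single split can lie off that average. The shares of the other splits were not computed, so these do not show how many genes changed with 1 mM. The few calls leave that number open as well. Relative to DC with ET-1, 33 genes changed with 1 mM NAM, 21 higher and 12 lower, and 5477 differed between 10 and 1 mM, 2639 higher and 2838 lower at 10 mM (limma, adjusted p under 0.05, n = 3 libraries per group). The 5477 were 3705 with limma fitted to the 6 libraries of that comparison alone. They were 3249 with the share of mitochondrially encoded transcripts as a covariate, added after the data were seen. Of the 33, 30 changed the same way with 10 mM NAM and 27 of these moved farther, while 3 were not called there. Both comparisons use the DC with ET-1 libraries, which favors changes in one direction, and how much this adds was not tested. *PRL* was at 70.8 ± 3.55 normalized counts with 1 mM NAM (log2 fold change from DC with ET-1 1.19 ± 0.23, limma adjusted p = 0.0463), *SST* at 194.5 ± 27.7 (0.93 ± 0.18, adjusted p = 0.046) and *IGF1* at 5441 ± 545 (-0.70 ± 0.10, adjusted p = 0.0133). *WNT4* was at 43.6 ± 9.27 (1.23 ± 0.29, adjusted p = 0.117) and *IGFBP1* at 4.74 ± 1.47 (0.16 ± 0.45, adjusted p = 0.947). From 1 to 10 mM *PRL* rose by 3.01, *WNT4* by 2.28 and *IGFBP1* by 4.06 on the log2 scale (adjusted p = 1.19e-07, 2.31e-05 and 4.69e-06). The prostacyclin receptor *PTGIR* fell by 3.73 (limma adjusted p = 2.63e-08). Not each gene followed the dose: *ANKRD1*, a stress-responsive transcriptional cofactor, rose by 1.02 with 1 mM (adjusted p = 1.35e-05) and by 0.44 with 10 mM NAM.

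The count of 33 fell whichever library of the groups compared was left out, and fewer libraries by themselves lower such a count. It was 6, 3 and 12 without ET-1 replicate 1, 2 and 3, and 8, 5 and 5 without replicate 1, 2 and 3 of 1 mM NAM. It was 166 without replicate 3 of 10 mM NAM, a choice made after the data were seen, and 9 with a term for the replicate number. The call of *PRL* was lost without any one library of the groups compared (limma adjusted p = 0.0539 to 0.241). That of *SST* was lost without ET-1 replicate 1 or 2 or any library of 1 mM NAM (adjusted p = 0.0984 to 0.235). That of *IGF1* was lost without ET-1 replicate 2 or 3 or replicate 2 or 3 of 1 mM NAM (adjusted p = 0.0527 to 0.0909). The calls of *PRL* and *SST* were also lost with a term for the replicate number (limma adjusted p = 0.0909 and 0.0741) and with an added value of 0.1 (0.0733 and 0.0686). The same held with no minimum (0.0741 for each), the 6 libraries alone (0.0778 for each) and no moderation (0.0612 and 0.061). No gene of the extracellular matrix list was called with 1 mM NAM over all genes and 3 of 24 were lower over the list alone (camera adjusted p = 0.000127, but adjusted p = 0.534 with an estimated correlation). For the other 26 lists camera called none.

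**Figure D3:**
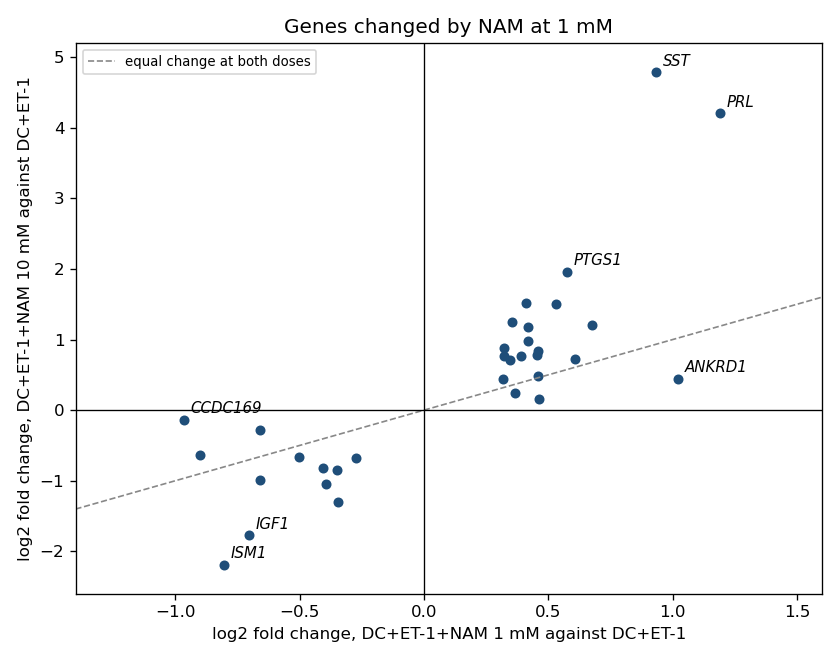
Log2 fold changes from DC with ET-1 of the 33 genes changed with 1 mM NAM, at 1 mM (horizontal) and at 10 mM NAM (vertical).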

Our results suggest that ET-1 interferes with endometrial decidualization, while NAM (an inhibitor of ET-1 signaling) mitigates these detrimental effects of ET-1.

Embryo implantation is a highly orchestrated process which requires appropriate maternal-embryo interaction. Previously, we found that the embryos from *Edn1^H/+^* dams, regardless of their genotypes, were developmentally delayed about 12 h and exhibited distortion of ectoplacental cones (EPCs) at 7.5 dpc, the initial stage of trophoblast invasion [7]. Thus, it is highly possible that high expression of ET-1 in the maternal tissues leads to decidualization problems which affect embryo implantation. Therefore, we focused on the endometrial decidualization in the current study. The ability of endometrial stromal cells to decidualize along with the development of the vascular network is critical for successful pregnancy. Prior studies demonstrating the stromal cells express ET-1 and its receptors [42,43], along with our RNA-seq data showing that the upregulation of *EDN1*, *EDNRA* and *EDNRB* after 3 days of differentiation suggest that ET-1 signaling plays a fundamental role in decidualization. Here, we found that mice with high ET-1 had impaired decidualization during early stage of pregnancy and addition of ET-1 in the differentiation medium caused insufficient differentiation of stromal cells, which were corrected by NAM. These data provide evidence that the ET-1 system directly impacts on decidualization under physiological/pathological conditions.

Strikingly, excess ET-1 downregulated *EDNRB* while it increased its own expression but had no effect on *EDNRA* during stromal cell differentiation. In contrast, NAM abolished the effects of ET-1 on *EDNRB* and itself in a dose-dependent manner without altering *EDNRA*. The data suggests that EDNRB signaling plays an important role in stromal cell differentiation. Indeed, BQ788 (a selective EDNRB antagonist) blocked the counteracting effects of NAM on ET-1. Activation of EDNRB triggers signaling pathways including PI3K, calcium signaling, eNOS/NO, MAPK/src kinase/PKC, among others. Identifying which factor(s) mediates the effects of NAM/EDNRB against ET-1 overactivation on stromal cell differentiation warrants future investigations.

scRNA-seq analysis of implantation site of WT mouse uterus at the invasion phase of embryo implantation approximately 7.5 dpc revealed multiple types of cells including stromal cell, epithelial cells, endothelial cells, immune cells [44]. All these types of cells express EDNRB, however, the relative expression of EDNRB in normal or preeclamptic pregnancy is not clear. The in vitro data we obtained here suggests that EDNRB expression was upregulated during normal stromal cell decidualization and this upregulation was inhibited by ET-1 exposure. In contrast, in vivo data showed *Edn1^H/+^* dams had increased decidual EDNRB expression. Taken together, these data suggest EDNRB signaling plays distinct roles in different types of cells in normal pregnancy or PE, especially in a subset of PE associated with abnormal high ET-1.

Furthermore, NAM treatment decreased EDNRB in the deciduae of *Edn1^H/+^* dams, but NAM increased EDNRB expression in the cultured endometrial stromal cells during decidualization. Collectively, our results support the notion that ET-1 executes different effects on different types of cells through its two receptors. Due to this, NAM’s effects on ET-1 and two receptors vary across different cell types. Nevertheless, the overall effect of NAM is beneficial and possibly through modulating EDNRB-related signaling pathways. Comprehensive stereological and/or single cell RNA-seq assessment of the effects of ET-1/NAM on different compartments of the deciduae will elucidate how ET-1/NAM influence each type of cells and their crosstalk, which will provide insight into the mechanisms underlying NAM’s beneficial effects.

Our data are consistent with Charron et al.’s discovery which showed ET-1 increases its own expression [45]. Activation of RhoA and p38 MAPK by ET-1 leads to the phosphorylation and activation of transcription GATA-4 which bind −135 bp in the *EDN1* promoter resulting in stimulating *EDN1* expression [46]. Both EDNRA and EDNRB are thought to be involved in this event [47,48]. Our data show NAM downregulated *EDN1* and *EDNRB* expression parallelly but has no effect on *EDNRA,* indicating that *EDNRB* may be the main receptor regulating the ET-1 expression in our experimental setting.

It was reported that ET-1 increases VEGF through HIF-1α [49]. Consistent with this, we found that maternal deciduae from *Edn1^H/+^* dams had higher HIF-1α and VEGF levels than those from WT dams. NAM decreased HIF-1α and VEGF in the deciduae from *Edn1^H/+^* dams parallelly. VEGF is tightly regulated under physiological conditions, and both abnormally high and low VEGF cause poor angiogenesis [26,50]. NAM could decrease VEGF through blocking ET-1-HIF-1α signaling to normalize angiogenesis. We were tempted to test the effects of ET-1 and/or NAM on VEGF using cultured human and mouse endothelial cell lines which are EA.hy926, a human umbilical vein endothelial cell (HUVEC) line originally immortalized by fusion with an A549 human lung epithelial line [51] and bEnd.3 isolated from brain tissue derived from a mouse with endothelioma [25]. Unfortunately, we did not observe any effects of ET-1 and NAM on VEGF. It is highly possible that cell lines we used cannot faithfully represent the features of decidual endothelial cells. In the future, establishing primary cultured decidual endothelial cells could provide a platform to test our hypothesis. It is also possible that other types of cells such as macrophages which produce VEGF [52] are affected by ET-1/NAM leading to the alteration of VEGF we observed in this study.

Both endometrial epithelial cells and stromal cells play an important role in embryo implantation. [53,54] Endometrial epithelial cells provide the initial receptive surface for attachment, while endometrial stomal cells undergo changes (decidualization) to facilitate the blastocyst’s deeper penetration/invasion and ensure a successful implantation [55]. Our data obtained from trophoblast spheroid attachment experiments, showing attachment to epithelial cells (Ishikawa) [24] treated with ET-1, was not altered. Taken together, it is likely that ET-1 affects endometrial stromal cells more than luminal epithelial cells.

In the current study, NAM had no effect on WT dams which was consistent with our prior reports [11,56] and others [12,57]. The known mechanism by which NAM exerts its beneficial effects is suppressing the mobilization of Ca^2+^ from sarcoplasmic reticulum into cytoplasm through inhibiting ADP-ribose cyclase activated by ET-1 [8,9]. The potential mechanism we proposed in this study is that NAM corrects EDNRB expression. In WT dams, ET-1 and its downstream ADP-ribose cyclase and EDNRB expression are in baseline levels (not activated), so there is no elevated mechanism for NAM to counteract. This is a possible reason that there is no obvious effect of NAM on WT dams, as there is no underlying issue for NAM to correct.

In summary, our current study demonstrated that ET-1 inhibits endometrial decidualization during the early stage of pregnancy when embryo implantation/invasion occurs. NAM treatment improves decidualization and angiogenesis through altering ET-1/EDNRB signaling. NAM supplementation has potential to improve decidualization and subsequent embryo implantation, which could lead to improved pregnancy outcomes, especially in pregnancy complications associated with implantation problems including PE.

## Figures and Tables

**Figure 1:**
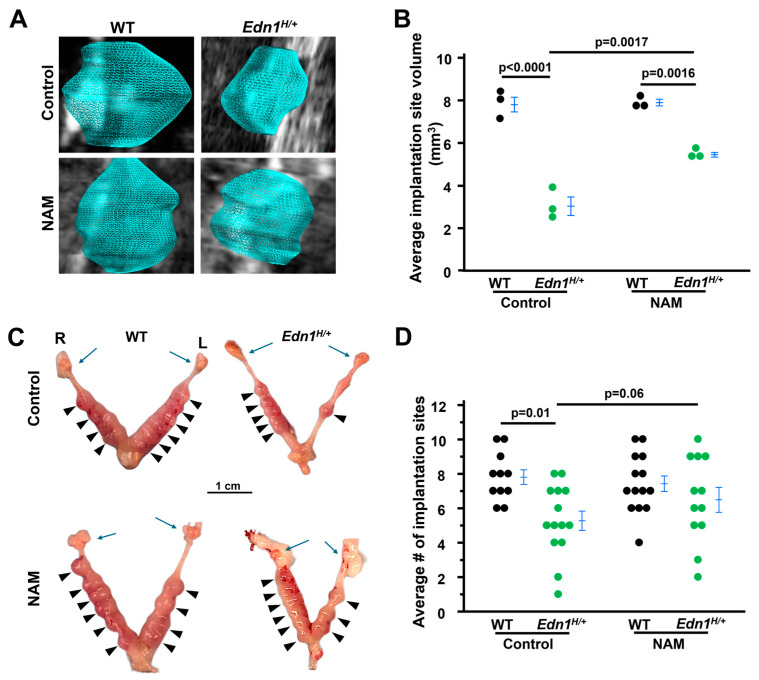
Nicotinamide (NAM) increases the size of implantation sites from *Edn1^H/+^* dams at 7.5 dpc. (**A**) Representative 3D visual reconstruction of implantation sites from four groups mice. (**B**) Average implantation site volume from four groups of dams. 3D volume reconstruction calculations demonstrated increased the volume of implantation sites of *Edn1^H/+^* dams. Each point indicated the average volume of all the implantation sites detected in an individual dam. *n* = 3. Tukey–Kramer HSD. (**C**) NAM increased the size of implantation sites of *Edn1^H/+^* dams. Images of embryos within uteri. R: right uterine horn, L: left uterine horn. Blue arrows: ovaries. Arrow head: viable implantation sites. (**D**) The average number of implantation sites. NAM tended to increase the implantation site number in *Edn1^H/+^* dams: *p* = 0.06, *Edn1^H/+^* vs. *Edn1^H/+^* + NAM, one-tailed *t*-test. *n* = 11–14 dams/group.

**Figure 2:**
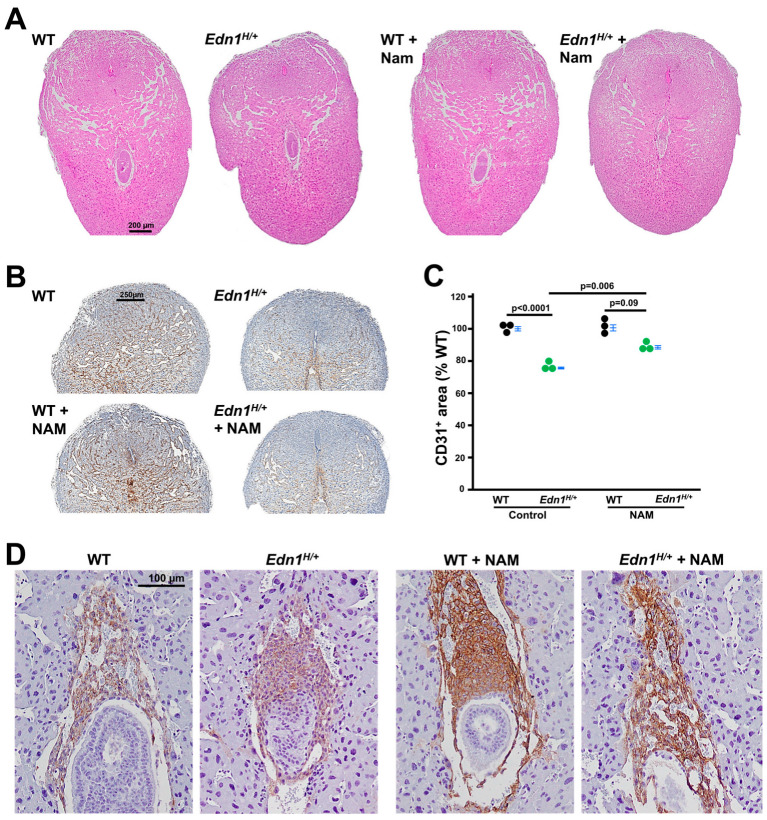
Nicotinamide (NAM) improves the altered morphology of implantation sites from *Edn1^H/+^* dams at 7.5 dpc. (**A**) Representative images of implantation sites from four groups of dams. H&E staining. Note: Asymmetrical blood vessels in *Edn1^H/+^* dams. (**B**) CD31 (PECAM-1, a marker for endothelial cells) immunostaining (brown) showed decreased density in *Edn1^H/+^* dams compared with WT dams, which was increased by NAM treatment. (**C**) Semi-quantification of CD31^+^ using Image J (Version 1.54p) *n* = 3. Tukey-Kramer HSD. (**D**) Cytokeratin 17 (a marker for trophoblast cells) immunostaining (brown) revealed a blunt and irregular invasion of ectoplacental cone cells in comparison with WT having trophoblast cells sharply invading. NAM corrected this abnormality in *Edn1^H/+^* dams.

**Figure 3:**
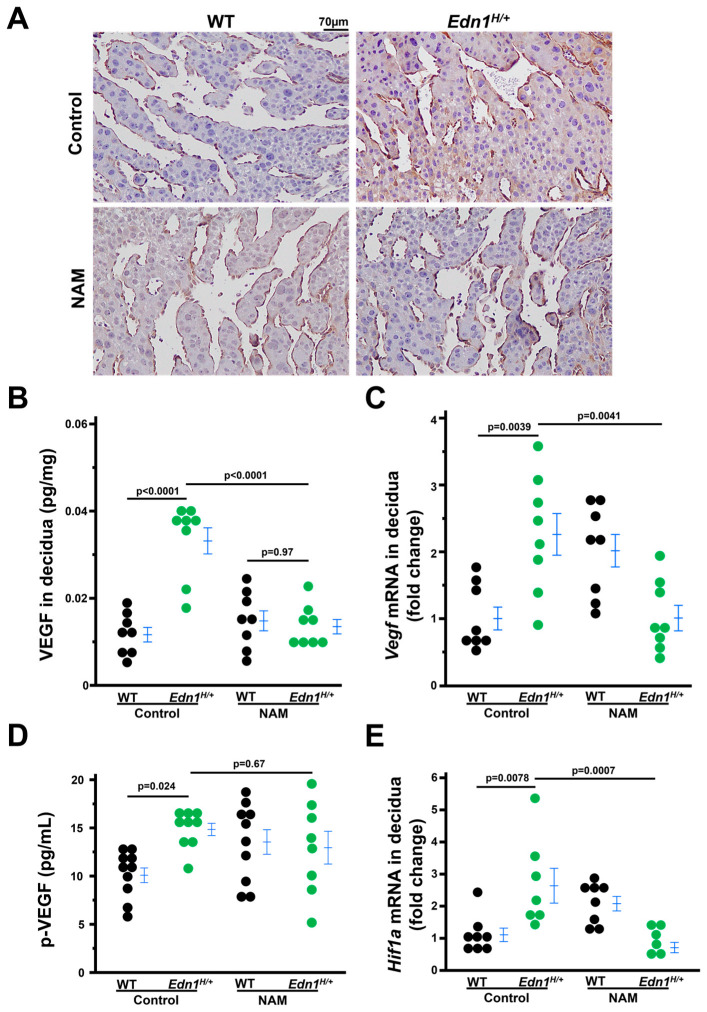
Nicotinamide (NAM) decreases elevated vascular endothelial growth factor A (VEGF) in deciduae from *Edn1^H/+^* dams at 7.5 dpc. (**A**) Representative images of immunostaining of VEGF (brown) in deciduae from four groups of dams. (**B**) VEGF in deciduae from four groups of dams. *n* = 8. Two tail Tukey–Kramer HSD. (**C**) The mRNA levels of *Vegf* in deciduae from four groups of dams. *n* = 8. Tukey–Kramer HSD. (**D**) Plasma (*p*) levels of VEGF from four groups of dams. *n* = 8–10. Tukey–Kramer HSD. (**E**) The mRNA levels of *Hif1a* in deciduae from four groups of dams. *n* = 7 *Edn1^H/+^* groups and *n* = 8 in other three groups. Tukey-Kramer HSD.

**Figure 4:**
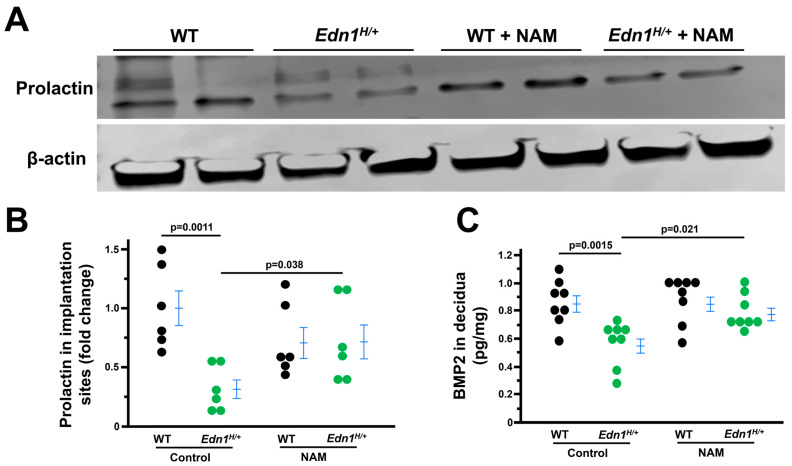
Nicotinamide (NAM) corrects prolactin and BMP2 in the deciduae from *Edn1^H/+^* dams at 7.5 dpc. (**A**) Western blot of prolactin. (**B**) densitometric quantitation of prolactin. *n* = 6. Two-tail Student t-test (**C**). BMP2 in the deciduae from four groups of dams. *n* = 8. Tukey–Kramer HSD. Note: Prolactin and BMP2 (Bone Morphogenetic Protein 2) are markers of decidualization.

**Figure 5:**
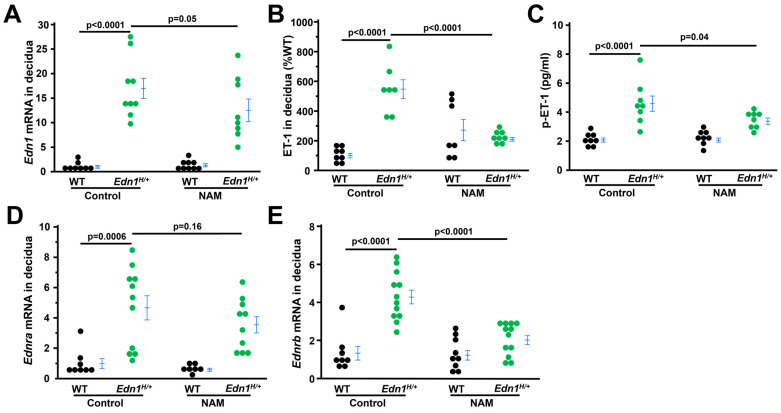
Nicotinamide (NAM) alters the expression of ET-1, EDNRA and EDNRB in the deciduae from *Edn1^H/+^* dams at 7.5 dpc. (**A**) Decidual mRNA levels of *Edn1* in four groups of mice. *n* = 8–9. (**B**) ET-1 levels in the deciduae from four groups of dams. Note: NAM decreased ET-1 more than 50%. *n* = 7–8. (**C**) The concentration of ET-1 in plasma (*p*). *n* = 8. (**D**,**E**) Decidual mRNA levels of *Ednra* and *Ednrb* in four groups of mice. *n* = 8–9. Note: NAM decreased the expression of *Ednrb* more than 50%. *n* = 8–12. Tukey–Kramer HSD.

**Figure 6:**
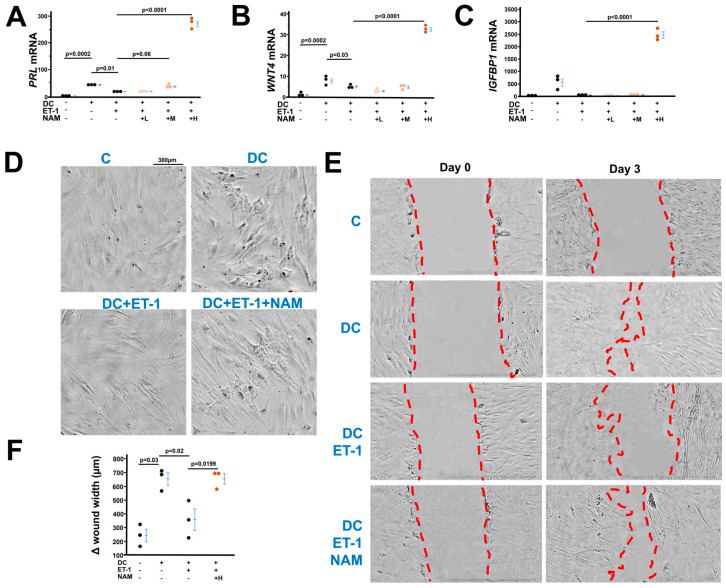
Nicotinamide (NAM) counteracts the inhibitory effects of ET-1 on endometrial stromal cells differentiation. (**A**–**C**) The expression of decidualization markers (PRL, WNT4, IGFBP1) was upregulated three days after a decidualization cocktail (DC) exposure. L: low dose of NAM (0.1 mM), M: medium dose of NAM (1 mM). H: high dose of NAM (10 mM). *n* = 3. Tukey–Kramer HSD. (**D**) The morphology of stromal cells six days after decidualization. Control (**C**) cells had a typically fibroblastic appearance. Cells with DC had characteristics of decidual cells: larger and multinucleated. Cells with DC and ET-1 exhibited more fibroblastic-like features. NAM restored the characteristics of decidual cells in cells with DC and ET-1. (Figure S5 showing larger picture). (**E**) images of a wound healing assay in HESCs. Dotted lines indicate location of the scrape. (Nikon TMS microscopy, 4×) (**F**) Δ wound width = wound width at day 0 − wound width at day 0. *n* = 3. Tukey-Kramer HSD.

**Figure 7:**
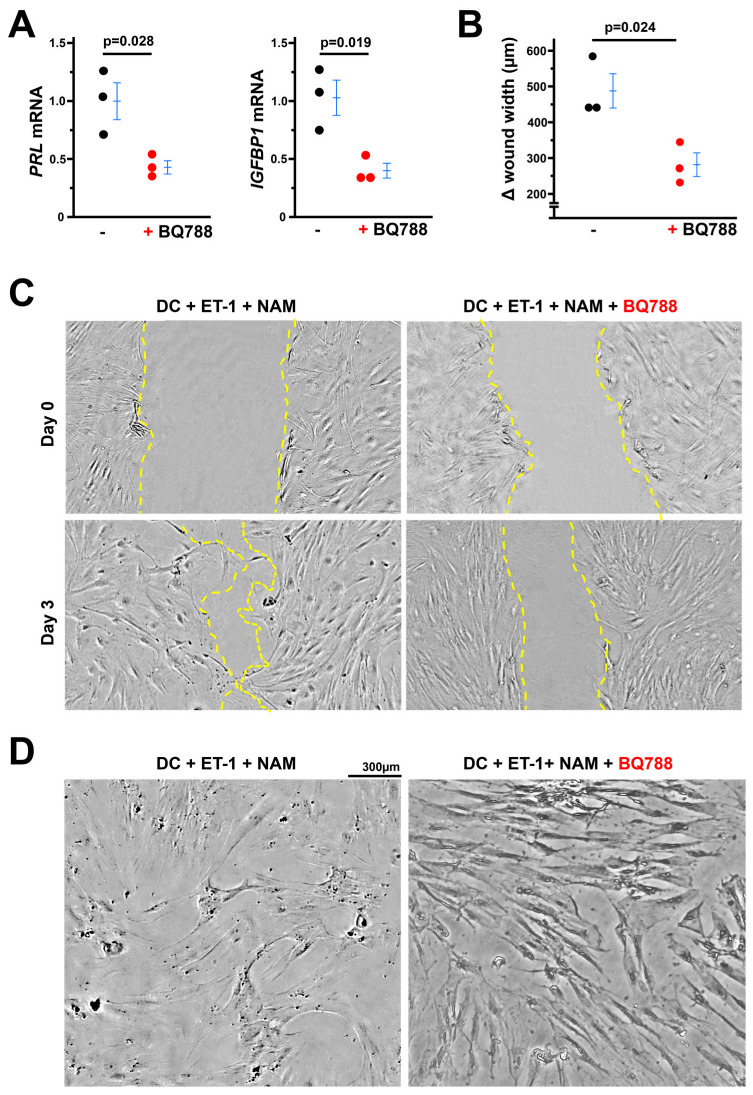
BQ788 (a selective EDNRB antagonist) abolishes the effect of NAM on the stromal cell decidualization. (**A**) BQ788 decreased the expression of markers of decidualization. -: cells exposed to decidual cocktail (DC) + ET-1 + NAM, +: cells exposed to decidual cocktail (DC) + ET-1 + NAM + BQ788. *n* = 3. Two-tailed *t* test. (**B**,**C**) BQ788 inhibited stromal cell motility. Δ wound width = wound width at day 0 − wound width at day 0. *n* = 3. Two-tailed *t* test. (**C**) Representative pictures of stromal cells at different stages of decidualization: day 0 or day 3. (Nikon TMS microscopy, 4×). Yellow dotted lines indicate location of the scrape. (**D**) BQ788 impaired morphological changes six days after decidualization induced by DC.

## Data Availability

RNA sequencing data are deposited to NCBI Gene Expression Omnibus (accession #: GSE306844).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cells14211645/s1, Figure S1: (A) Illustration of the structures of implantation sites at 7.5 days post coitus. (B) Illustration of the maternal decidual region (excluding broken line enclosed embryo and ectoplacental cone) was used to determine mRNA and protein for the current research; Figure S2: Plasma progesterone; Figure S3: The effects of ET-1 on the expression of markers of decidualization and proliferation in human endometrial stromal cells; Figure S4: Heatmap of genes related to decidualization; Figure S5: The morphology of stromal cells six days after decidualization; Figure S6: Nicotinamide (NAM) has minimal effects on non-decidualized endometrial stromal cells; Figure S7: Nicotinamide (NAM) executes distinct effects on the expression of EDN1 and its two receptors; Figure S8: ET-1 does not alter trophoblast spheroid attachment to Ishikawa cells (endometrial epithelial cells); Table S1: Primers and probes for qRT-PCR.

# Supplementary material for: Nicotinamide Counteracts the Detrimental Effect of Endothelin-1 on Uterine Decidualization During Early Pregnancy by Influencing EDNRB
**Source:** Cells. 2025 Oct 22;14(21):1645. doi: 10.3390/cells14211645
**Supplement:** Supplementary file 1

Supplemental Information

Nicotinamide counteracts endothelin-1's detrimental effect on uterine decidualization during early pregnancy by influencing EDNRB

Yuye Wang ¹, Qing Ma ¹, Meitong Chen¹, Yukako Kayashima ¹, Jiayi Zhou ², Balaji Rao ³, Jessica L Bowser ¹, Xianwen Yi¹, Nobuyo Maeda-Smithies ¹ and Feng Li ^{1*}

Table S1. Primers and probes for qRT-PCR

Gene	Type	Sequence (5'-3')
<i>m-Edn1</i>	Forward	CAG CAG TTA GTG AGA GGA AG
	Reverse	GAC GCT GTT TCT CAT GGT CT
	Probe	FMA-TC CCG AGC GCG TCG TAC CGT ATG- TAMRA
<i>h-EDN1</i>	Forward	TGC CAC CTG GAC ATC ATC TG
	Reverse	ACG CTT GGA CCT GGA AGA AC
	Probe	FMA-AC CTG GTT TGT CTT AGG TGT TCC TC- TAMRA
<i>m-Ednra</i>	Forward	TCT CTG CAA GCT GTT CCC CT
	Reverse	AGC CAC TGC TCT GTA CCT GT
	Probe	FAM-CC TGC AGA AGT CCT CCG TGG GC- TAMRA
<i>m-Ednrb</i>	Forward	TGG CCA TTT GGA GCT GAG AT
	Reverse	CAG CTC GAT ATC TGT CAA TAC
	Probe	FAM-TG TAA GCT GGT GCC CTT CAT ACA GAA GGC- TAMRA
<i>h-EDNRB</i>		Hs00240747_m1
<i>h-GAPDH</i>	Forward	GAA GGT GAA GGT CGG AGT C
	Reverse	GAA GAT GGT GAT GGG ATT TC
	Probe	FAM-CA AGC TTC CCG TTC TCA GCC- TAMRA
<i>m-Hif1</i>	Forward	CAT CTG ACC AAA ACT CAC CAT G
	Reverse	GAC ATA TCC ACC TCT TTT GGC
	Probe	FMA-AG GAC AAG TCA CCA CAG GAC AGT ACA G- TAMRA
<i>h-IGFBP</i>		Hs00236877_m1
<i>h-PRL</i>		Hs00168730_m1
<i>m-Vegf</i>	Forward	CGG TTT AAA TCC TGG AGC GT
	Reverse	ACG TCT GCG GAT CTT GGA CA
	Probe	FAM-CT GTG AGC CTT GTT CAG AGC GGA G- TAMRA
<i>h-VEGF</i>		Hs00900055_m1
<i>h-WNT4</i>		Hs01573505_m1
<i>18s</i>	Forward	AGAAAC GGC TAC CAC ATC CA
	Reverse	CTC GAAAGA GTC CTG TAT TGT
	Probe	FAM-AG G CAG CAG GCG CGC AAA TTA C—TAMRA

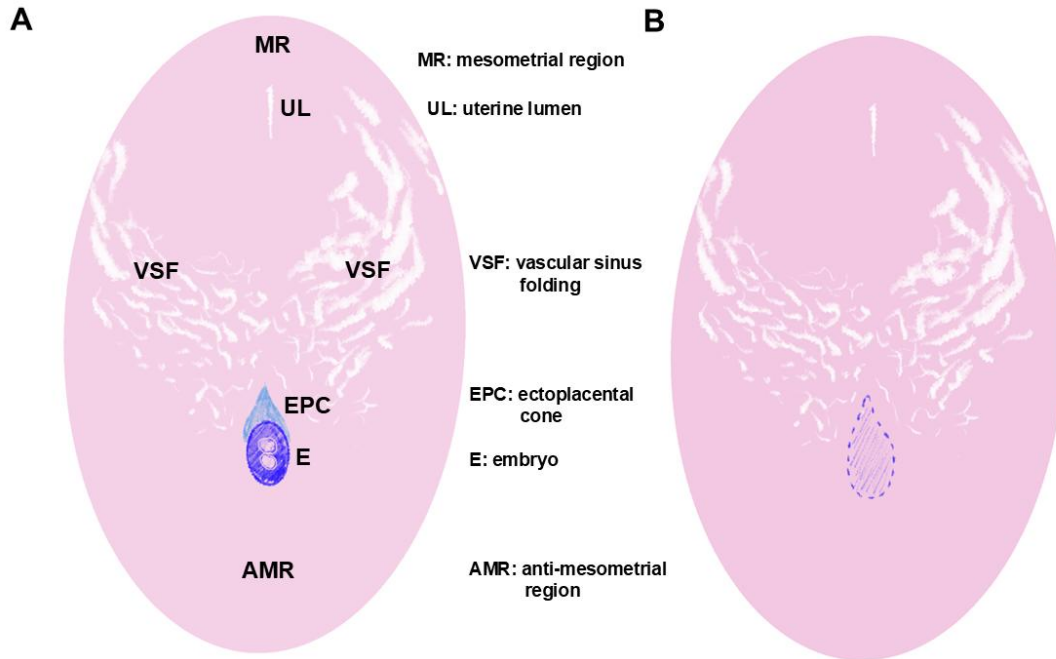

Supplemental Figure S1. A. Illustration of the structures of implantation sites at 7.5 days post coitus. **B.** Illustration of the maternal decidual region (excluding broken line enclosed embryo and ectoplacental cone) was used to determine mRNA and protein for the current research.

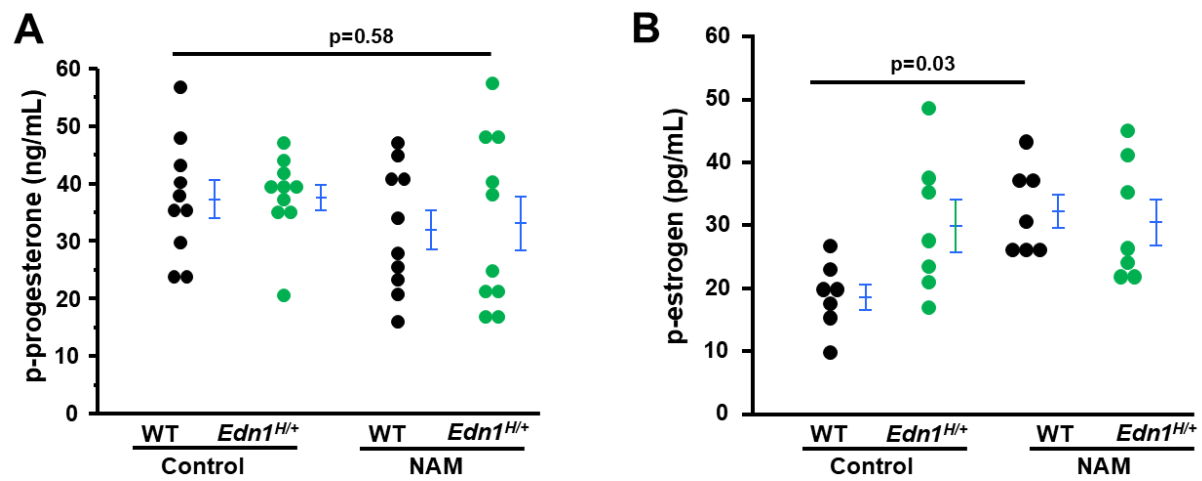

Supplemental Figure S2. Plasma progesterone (A) and estrogen (B) levels in four groups of mice. A. Plasma (p) progesterone. n=10. ANOVA analysis F=0.58, Degree of freedom: group=3, Error=36, C. Total=39. **B.** Plasma (p) estrogen concentration. n=7. Tukey-Kramer HSD.

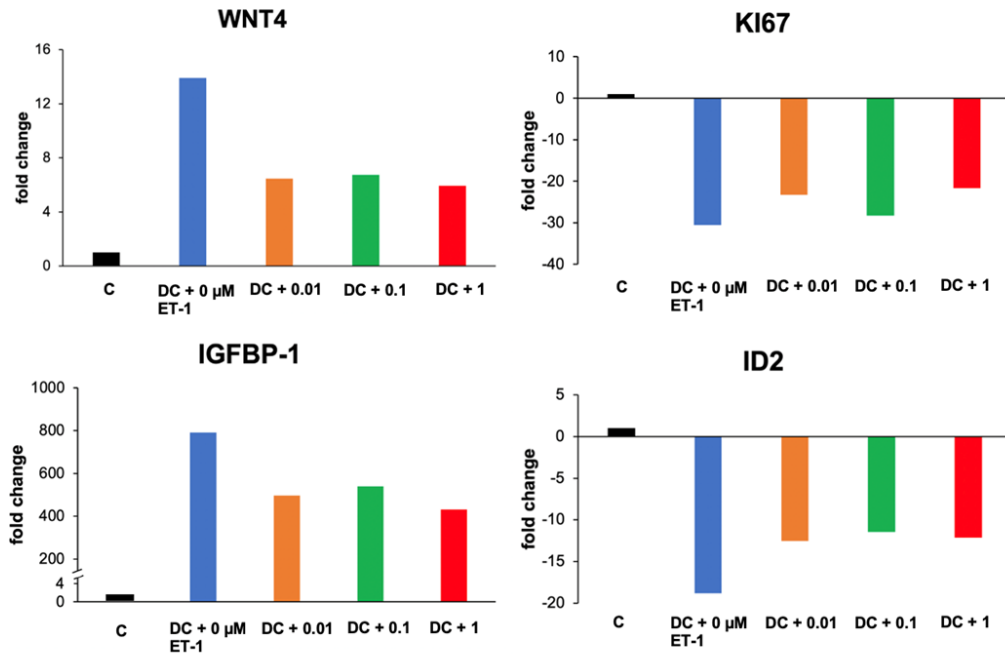

Supplemental Figure S3. The effects of ET-1 on the expression of markers of decidualization and proliferation in human endometrial stromal cells. Three days after being treated with a decidualization cocktail (DC), cells were subjected to RNA-seq analysis. The upregulated expression of markers of decidualization (WNT4 and IGFBP-1) in DC cells was significantly decreased by ET-1, and the three doses had similar effects. The downregulated expression of markers of proliferation (KI67 and ID2) during differentiation (decidualization) was increased by ET-1, and the three doses had similar effects again. C: control cells without addition of DC and ET-1. Each group had one biological sample.

Decidualization-Related Gene Expression

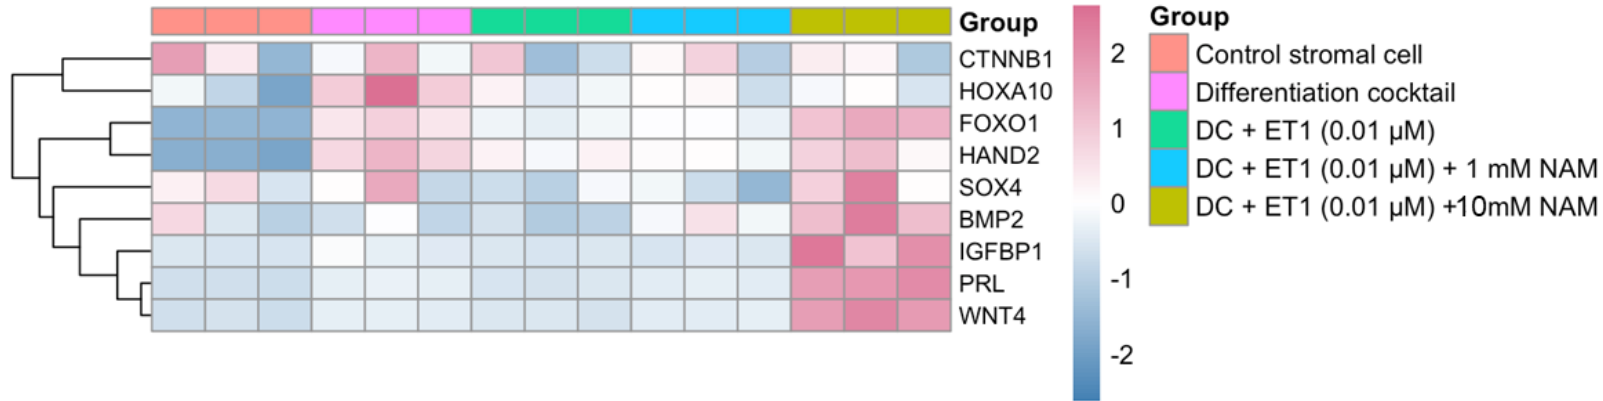

Supplemental Figure S4. Heatmap of genes related to decidualization. Three days after being treated with a decidualization cocktail (DC), cells were subjected to RNA-seq analysis. The upregulated expression genes in DC cells were significantly decreased by ET-1, and NAM (10 mM) completely restored the expression of these genes.

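Of the 9 genes of Figure S4, 7 rose with DC, 4 of the 9 fell when ET-1 was added, or 5 when adjusted over the list alone, and 6 rose with 10 mM NAM, or 8 over the list alone. None moved against these directions past the test. The paper does not say how these genes were chosen and shows them for these libraries, so the list is not taken as independent evidence of its direction (camera adjusted p = 0.00026, 0.00108 and 4.46e-05, or 0.0127, 0.0341 and 0.0233 with an estimated correlation). *HAND2*, a progesterone-dependent transcription factor of the stroma, went from 4115 ± 402 to 15528 ± 155 normalized counts with DC (log2 fold change 1.92, limma adjusted p = 7.3e-10; mean ± SD, n = 3). It was at 13378 ± 994 with ET-1 (-0.22, limma adjusted p = 0.222) and at 16143 ± 2856 with 10 mM NAM (0.26, adjusted p = 0.0716). *HOXA10*, a homeobox gene of the uterus, went from 7666 ± 348 to 11825 ± 259 (0.63, limma adjusted p = 2.17e-07). It was at 9947 ± 218 with ET-1 (-0.25, adjusted p = 0.00987) and at 10917 ± 795 with 10 mM NAM (0.13, adjusted p = 0.0767). *BMP2*, a growth factor of decidualization, was at 459 ± 45.3 in control cells, 476 ± 16.3 with DC and 455.5 ± 15.7 with ET-1. It rose to 754 ± 54.9 with 10 mM NAM (0.72, adjusted p = 1.35e-05). The transcription factor *SOX4* was at 11491 ± 970 with DC (0.14, adjusted p = 0.15) and 10687 ± 752 with ET-1, and rose to 13753 ± 685 with 10 mM NAM (0.37, adjusted p = 0.00179). *CTNNB1*, the gene of beta-catenin, stayed between 40833 ± 1268 in control cells and 46982 ± 3104 with 10 mM NAM, and passed in DC against control alone (0.15, adjusted p = 0.0372).

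Against DC without ET-1, the level with 10 mM NAM was higher for 6 of the 9 genes. They are *PRL*, *WNT4*, *IGFBP1*, *FOXO1*, *BMP2* (0.66, limma adjusted p = 3.48e-05) and *SOX4* (0.26, adjusted p = 0.0146). The difference did not pass limma for *HOXA10* (-0.12, adjusted p = 0.108), *HAND2* (0.04, adjusted p = 0.794) and *CTNNB1* (0.05, adjusted p = 0.502). With the share of mitochondrially encoded transcripts as a covariate, added after the data were seen, *FOXO1* and *SOX4* (0.21, limma adjusted p = 0.369) lost the call above DC and 4 of the 9 kept it. Single libraries decide some of these calls. *CTNNB1* lost its call without control replicate 1 or 2 or DC replicate 1 or 3 (limma adjusted p = 0.0575 to 0.136). *SOX4* gained one in DC against control without DC replicate 3 (adjusted p = 0.0486) and lost that above DC without DC replicate 3 or replicate 2 of 10 mM NAM (adjusted p = 0.0858 and 0.0578). Relative to DC with ET-1, *HOXA10* passed without replicate 2 of 10 mM NAM (adjusted p = 0.0223) and *HAND2* without its replicate 3 (limma adjusted p = 0.000735). Without replicate 3 *HOXA10* was called below DC (adjusted p = 0.0114).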

Control

300μm

DC

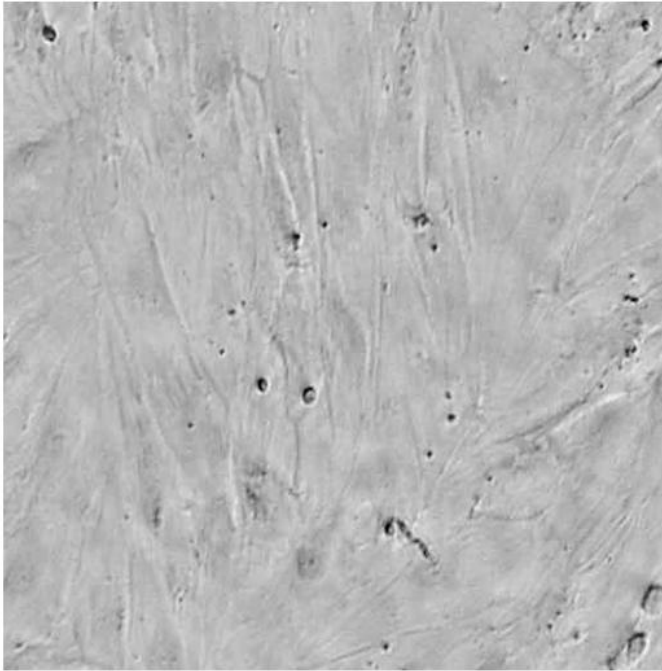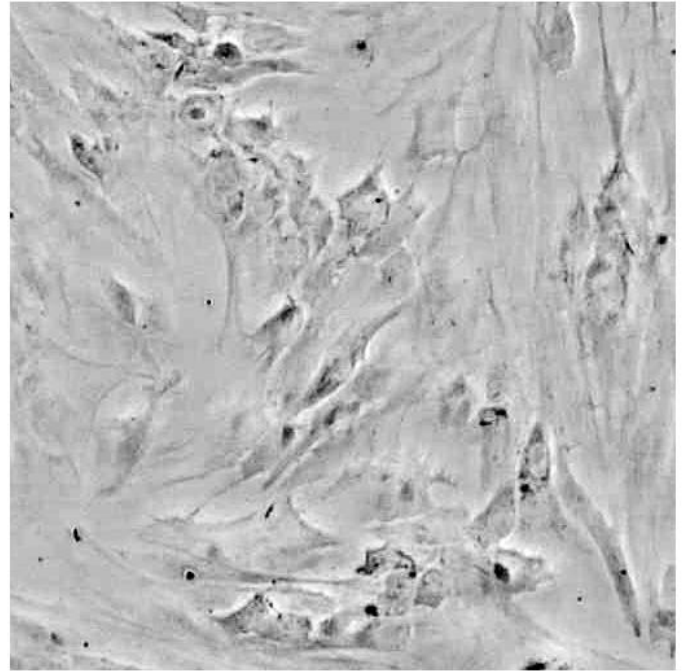

DC+ET-1

DC+ET-1+NMA

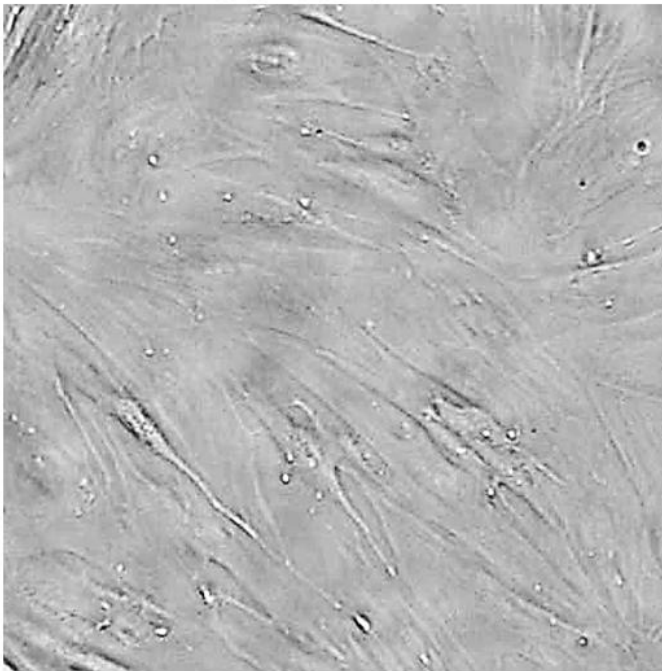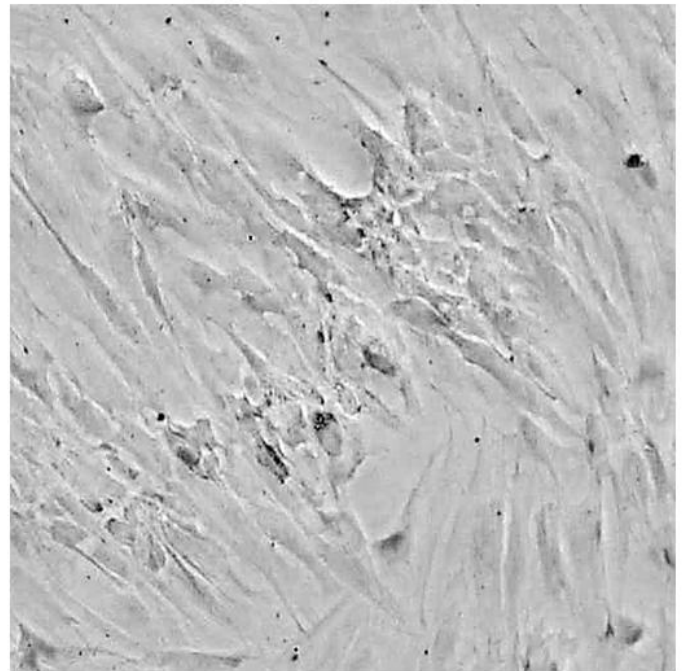

Supplemental Figure S5. The morphology of stromal cells six days after decidualization. Control (C) cells had a typically fibroblastic appearance. Cells with DC had characteristics of decidual cells: larger and multinucleated. Cells with DC and ET-1 exhibited more fibroblastic-like features. NAM restored the characteristics of decidual cells in cells with DC and ET-1.

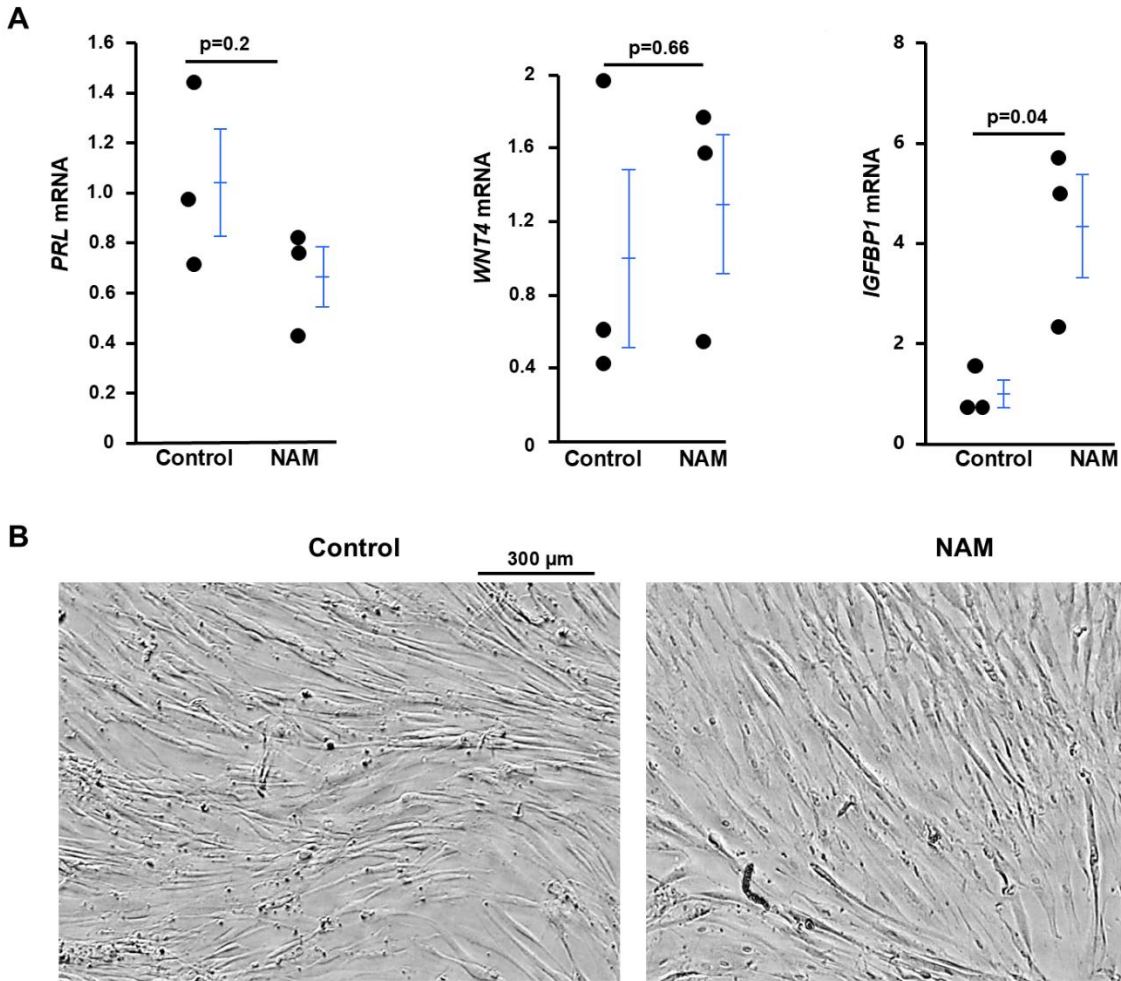

Supplemental Figure S6. Nicotinamide (NAM) has minimal effects on non-decidualized endometrial stromal cells. A. The expression of markers of decidualization. t-test. $n=3$. **B.** NAM did not change the morphology of non-decidualized stromal cells. A high dose of NAM (10 mM) was applied.

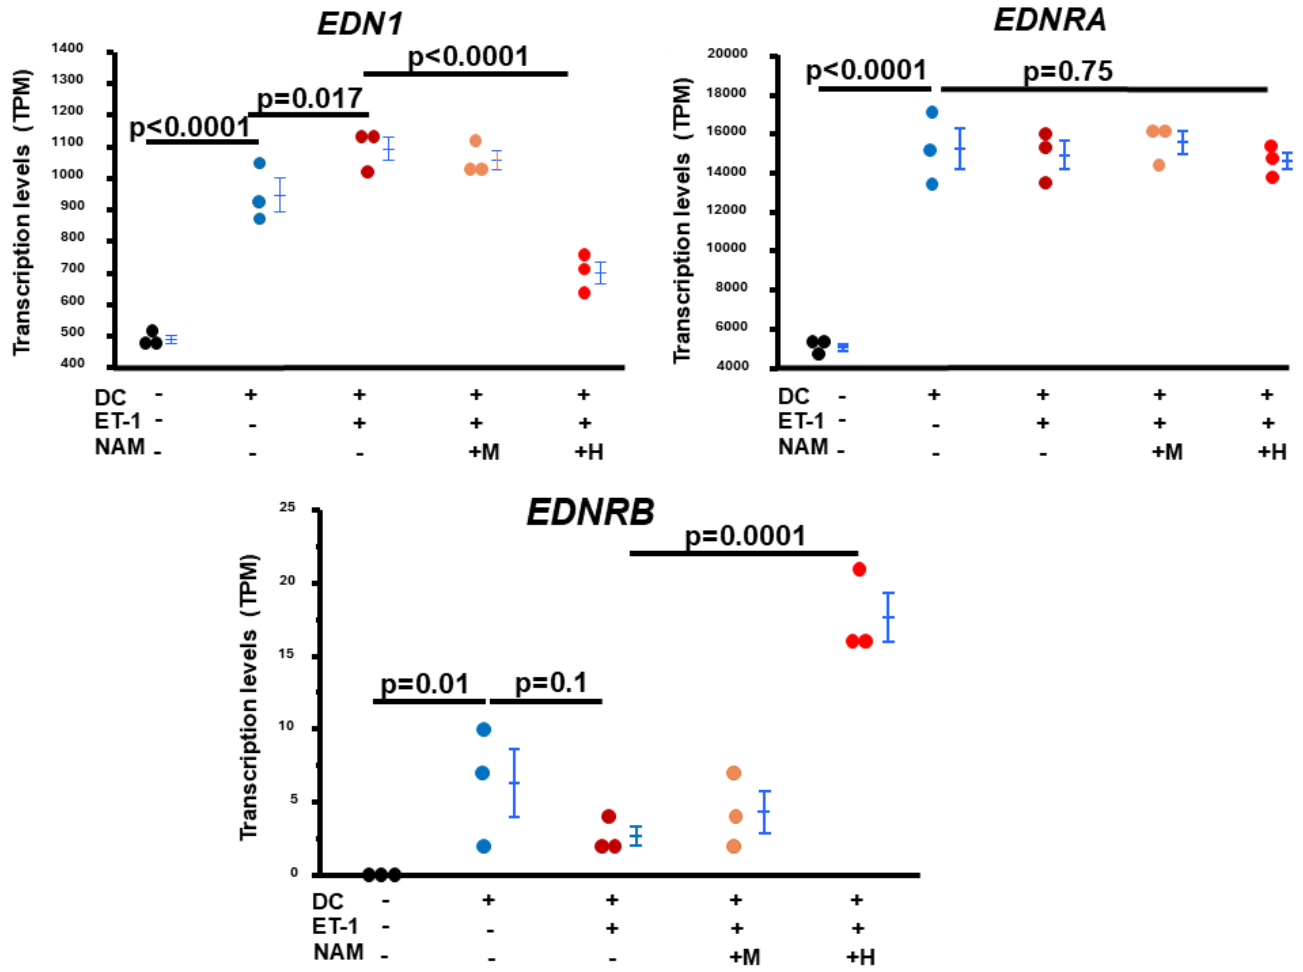

Supplemental Figure S7. Nicotinamide (NAM) executes distinct effects on the expression of *EDN1* and its two receptors. Transcriptional levels of *EDN1* (A), *EDNRA* (B), and *EDNRB* (C) were determined by RNA-seq analysis three days after a decidualization cocktail (DC) exposure with or without ET-1/NAM. M: medium dose of NAM (1 mM), H: high dose of NAM (10 mM). Student t-test. n=3.

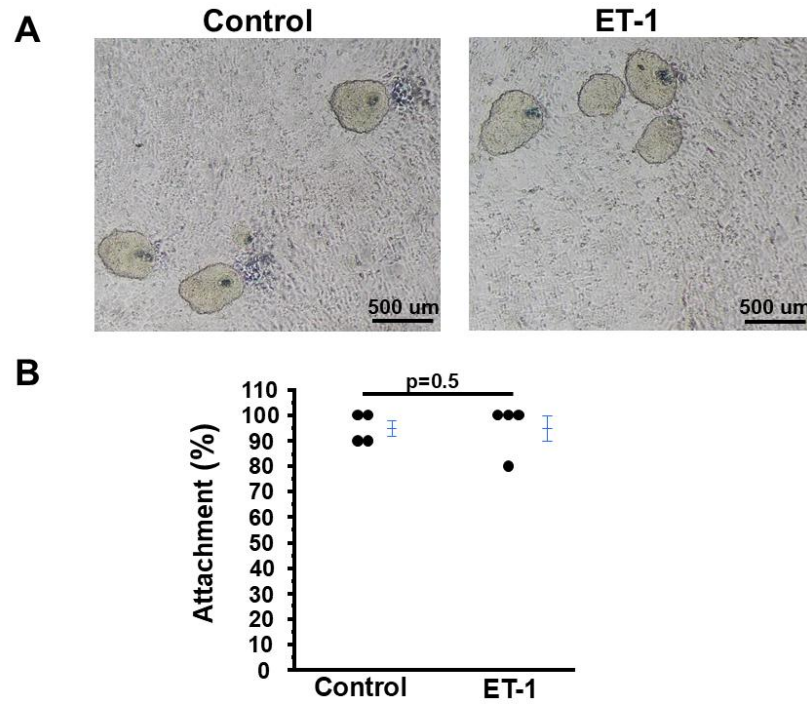

Supplemental Figure S8. ET-1 does not alter trophoblast spheroid attachment to Ishikawa cells (endometrial epithelial cells). The concentration of ET-1 applied was 0.5 μ M. Two-tailed t test. $n=4$.

How the deposited data were processed for this re-analysis (not part of the article)

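RNA was measured by RNA-seq in HESC, an immortalized line of human endometrial stromal cells, in 15 libraries of 5 groups with 3 libraries each. The groups and doses were taken from the sample labels and the paper's methods: control, DC, DC with ET-1, and DC with ET-1 and 1 mM or 10 mM NAM, after 3 days. Each column of the table could be assigned to a library. The first RNA-seq experiment with 1 library per group and several doses of ET-1 (Figure S3), the qRT-PCR and the mouse measurements are not part of the deposited table, and neither are the cells treated with NAM without DC.

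According to the paper, the authors trimmed paired reads of 100 bp with fastp, quantified them with salmon against Ensembl release 113, and filtered and normalized the gene counts with Bioconductor packages in R 4.5.1 that are not named. The submitters' processing notes name StringTie, without a version, in place of salmon, and neither source names a genome build. The authors deposited a table of 20592 genes whose values are treated here as a signal: gene counts divided by a size factor per library, divided neither by the library total nor by length. This was tested on the values. They are fractional and never negative, the library totals lie between 121002784 and 129122894, and the median ratio of each library to the mean profile is 1.00. In each library the lowest values pile up at multiples of one step, the worth of one read, which lies between 0.826 and 1.20. From 50.0% to 65.8% of the low values lie within 0.1 of a whole number of such steps, so whole reads could be recovered for part of the genes only. The plan, fixed before the data were examined, named a count model for raw counts and limma otherwise, so limma was used and the planned count models were not run.

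Values were analyzed as log2(normalized count + 1). Of 20592 genes, 13940 with a mean of at least 10 over the 15 libraries were tested. One linear model with a mean per group was fitted to the 15 libraries with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit, eBayes with trend and robust, 10 residual degrees of freedom). The 6 comparisons are DC against control, DC with ET-1 against DC, 10 mM NAM and 1 mM NAM each against DC with ET-1, 10 mM against 1 mM NAM, and 10 mM NAM against DC. The p-values were adjusted by the method of Benjamini and Hochberg within each comparison, and genes with an adjusted p under 0.05 are called changed, higher or lower. Standard errors of fold changes come from this fit, and means and SDs from the normalized counts of 3 libraries. A fold is the ratio of the means, except where a log2 fold change is named. *EDNRB* has a mean of 6.22 and was not tested in this fit. Its group means were compared by exact permutation of the libraries, and it was tested by limma without the minimum.

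27 gene lists were written before the data were examined. For each, the members called over all genes and over the list alone were counted, and camera was run with a preset correlation of 0.01 and with an estimated correlation, with p-values adjusted over the lists of a comparison. Genes are named by a rule set at the same time: the genes the study names for its cell culture work, the 10 largest rises and falls in each of DC against control, ET-1 against DC and 10 mM NAM against DC with ET-1, the 5 largest in the other comparisons, and up to 4 members of a list with the smallest adjusted p. For the largest changes, the 3 libraries of one group had to lie above those of the other and the higher mean had to reach 50. Genes outside this rule are marked where they appear. Overlaps of calls were set against independent lists. The correlation and covariance of the fold changes were set against 20 simulations of unchanged groups that share the libraries of both comparisons.

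Total normalized counts and the estimated number of reads counted over the deposited genes describe the depth of each library. A read here is one counted unit, which for paired reads may be a pair. With an estimated 106700000 to 148500000 reads per library, a value of 10 corresponds to about 10 reads, and genes under this minimum were left out of the tests. On data simulated by adding changes to 200 of 13940 genes in the comparison of ET-1 with DC, the test recovered 39 of 69 genes (56.5%) changed by a log2 value of 0.5, 54 of 68 (79.4%) changed by 1 and 63 of 63 changed by 2, with 6 false calls. This single run drew genes independently with the same spread in each group, while the 10 mM NAM libraries vary more. It also changed fewer genes than the 1738 called in the data. The recovery therefore holds for these settings and not for the measured comparison.

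The alternatives set before the data were examined were an added value of 0.1 or 5 in place of 1, no minimum or 5 times the minimum, rescaling by median-of-ratios or trimmed-mean factors, a fit of the 6 libraries compared alone, a term for the replicate number, no moderation or no trend and robust estimate, an adjusted p under 0.01, a change of at least 2-fold, and leaving out each library of the groups compared. Added after the data were seen were leaving out replicate 3 of 10 mM NAM in the comparisons without it, the share of mitochondrially encoded transcripts as a covariate, the overlap that shares no library, and the covariance of the fold changes with the libraries of the common group divided, 1 and 2, between both comparisons. Transcript length, GC content and shared exons were taken from a GENCODE annotation of GRCh38 and were available for 13427 of the 13940 genes (96.3%). Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.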

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

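The test for a trend with GC content and length and the test of the slope of the response were chosen after replicate 3 of 10 mM NAM had been seen to lie apart, and the mitochondrial share as a covariate was added after the data were seen. The results listed concern a comparison or genes that the paper does not discuss, with levels above or below those of the DC or the DC with ET-1 libraries that serve as their control.

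Relative to DC, 6400 genes differed with ET-1 and 10 mM NAM (limma, n = 3 libraries per group). With limma fitted to the 6 libraries of that comparison alone it was 4784. *SST* rose by a log2 value of 4.78 with 10 mM NAM relative to DC with ET-1. In the same comparison 13 of 17 cAMP response genes were higher and 12 of 17 genes of the unfolded protein and amino acid stress response, 16 of 24 extracellular matrix genes and 11 of 18 interferon response genes were lower. The opposite way went 1, 1, 1 and 3 genes, and with an estimated correlation camera gave an adjusted p = 0.0436, 0.0955, 0.0967 and 0.482. Without replicate 3 the counts were 12, 12, 16 and 11, with 1, 3, 1 and 1 the opposite way. Of the 13 mitochondrially encoded genes 12 were higher with 10 mM NAM than with DC (camera adjusted p = 4.52e-06, but adjusted p = 0.392 with an estimated correlation), and 13 were without replicate 3, while against DC with ET-1 the count went from 10 to 6 without it.

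Each comparison of 3 libraries with 3 allows 10 splits, too few for a share under 0.05. The real split and the highest of the others called 6926 and 0 genes for DC against control, 1738 and 1 for ET-1 against DC, 5984 and 325 for 10 mM NAM against DC with ET-1, 33 and 0 for 1 mM NAM against DC with ET-1, 5477 and 0 for 10 mM against 1 mM NAM, and 6400 and 0 for 10 mM NAM against DC.

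10 mM NAM changed 5984 genes relative to DC with ET-1 and took *PRL*, *WNT4* and *IGFBP1* above DC. Over 41 common shifts of the log2 values from -1 to 1 the count was never below 5984, so no common factor in this range removes the calls. The deposited values were already scaled to a median ratio of 1.00, which made this outcome likely in advance. The shifts therefore do not decide on one scaling factor between the groups, and they do not test the 3 genes. The share of mitochondrially encoded transcripts as the whole cause for these 3 genes is argued against, if its trend within the groups also holds between them. With it as a covariate 3 of 3 genes stayed above DC (*PRL* 2.30 ± 0.41, *WNT4* 2.36 ± 0.56, *IGFBP1* 3.04 ± 0.85, ± SE, limma adjusted p = 0.00182, 0.0113 and 0.0248). The shares of the DC libraries (1.53 to 1.63%) and of the 10 mM NAM libraries (2.24 to 3.91%) do not overlap. The fit therefore extends the trend within groups to shares not measured in the same group. With this covariate, which itself differs between the groups, the genes called against DC went from 6400 to 2223. It ended the calls above DC of *FOXO1* (0.46 ± 0.09 to 0.26 ± 0.16, adjusted p = 0.287), whose change shrank and whose SE grew, and of *SOX4* (0.26 ± 0.08 to 0.21 ± 0.15, adjusted p = 0.369), where mainly the SE grew, so for these 2 the share stays open. Replicate 3 alone is argued against, since 6423 genes changed without it and the 3 genes stayed above DC (adjusted p = 1.35e-06, 7.09e-05 and 0.000405). The NAM dose is the biological explanation the design offers, as a hypothesis. With no group given DC and NAM without ET-1, a block of ET-1 signaling and an effect of NAM of its own stay open in these libraries. The paper reports that 10 mM NAM without DC left *PRL* and *WNT4* mRNA unchanged and raised *IGFBP1* slightly. It also reports that BQ788, an antagonist of the type B receptor, abolished the effect of NAM in cells given DC and ET-1. Neither experiment gave DC and NAM without ET-1.

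Replicate 3 of 10 mM NAM lies apart from replicates 1 and 2: among 12210 genes compared, 225 were more than 2-fold from the mean of the others. Replicates 1 and 2 had 105 and 111 against means that include replicate 3, and libraries of the other groups had 54 or fewer. A trend with GC content and length is argued against, since after its removal there were 217, against 108 or fewer. Reads shared between overlapping genes are argued against as the main cause, since among genes with no shared exon there were 166, against 77 or fewer. For a stronger or weaker response to NAM, the slope of the deviation on the response was -0.15. This lies between the limits set for the test, which therefore does not decide. A response uniformly stronger or weaker in replicate 3 would set its slope apart, and replicates 1 and 2 had similar slopes of -0.18 and -0.17. A difference in culture or library preparation was not tested, as neither the paper nor the labels give one, and no biological explanation other than the response to NAM was tested.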

How the results depend on the processing

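The fits without replicate 3 of 10 mM NAM in comparisons that do not hold it, the fits with the mitochondrial share as a covariate, the overlap that shares no library and the division of the libraries of a common group were added after the data were seen. The single genes followed here are those the study names and the largest rises and falls of each comparison, 174 combinations of gene and comparison. The largest changes had to have separated libraries, which favors stable calls, and the other genes tested were not followed. Among these genes and the lists no call reversed its direction. Outside the fits that leave out each library of the groups compared in turn, single genes kept their side of the threshold in 2127 cases, lost a call in 137 and gained one in 9 (among these *EDN1* and *HAND2* in ET-1 against DC without replicate 3 of 10 mM NAM), and lists in 1405, 35 and 6. In the fits that leave out each such library it was 941, 97 and 6 for genes and 953, 8 and 11 for lists. Except where a library left out, fewer libraries or a stricter threshold is itself the cause, the cause was not tested.

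At an adjusted p under 0.01, the counts were 807 for ET-1 against DC, 5 for 1 mM NAM against DC with ET-1 and 3540 for 10 against 1 mM NAM, and the overlaps were 226, 160 and 268 genes (raised by DC and lowered by ET-1, lowered by ET-1 and raised by 10 mM NAM, raised by ET-1 and lowered by 10 mM NAM), with a median log2 distance from DC of -0.14. A 2-fold minimum left 1542 genes for DC against control, 125 for ET-1 against DC, 839, 2 and 648 for 10 mM NAM against DC with ET-1, 1 mM NAM against DC with ET-1 and 10 against 1 mM NAM, and 783 for 10 mM NAM against DC. With the 6 libraries compared alone, 10 mM NAM against DC with ET-1 gave 3972 genes and 1 mM NAM 60. For 1 mM NAM no minimum gave 14 genes, and no trend and robust estimate 18. Without replicate 3 of 10 mM NAM, ET-1 against DC gave 2763 genes and 1 mM NAM 166. With the mitochondrial share as a covariate, ET-1 against DC gave 1116 genes, 10 against 1 mM NAM 3249 and 10 mM NAM against DC 2223.

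Leaving out each library in turn gave 5970 to 6391 genes for DC against control, 1025 to 1257 for ET-1 against DC, 4871 to 6423 for 10 mM NAM and 3 to 12 for 1 mM NAM against DC with ET-1, 4291 to 6097 for 10 against 1 mM NAM and 5245 to 6922 for 10 mM NAM against DC. The overlaps ranged from 265 to 632, 222 to 540 and 348 to 746 genes, and the median distance from -0.15 to -0.060. Where a group has 2 libraries left, the fit takes their spread from the 5 groups together.

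Replicate numbers are not stated to mark shared cultures. Correlations of the deviations of same-numbered libraries ranged from -0.13 to 0.107 over 30 pairs, and 5 of 15 libraries lay closest to one with their own number, so the numbers do not pair the libraries. With a replicate block, 1 mM NAM against DC with ET-1 gave 9 genes, and the other counts did not move past the limit set. The count models planned for whole reads were not run, since whole reads could be recovered for part of the genes only.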

Differences from the paper's values

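Levels of *EDNRB* in Figure S7C, read by eye, differ from those of the deposited table at both NAM doses. With 1 mM NAM the paper's mean level of *EDNRB* is about 4.3 in Fig. S7C, read by eye, and the table gives 11.6. Among the alternatives set before the data were examined, leaving out replicate 2 of 1 mM NAM (7.82) brings the value within the SD of the libraries, and the rescalings (11.6 for each) and leaving out replicate 1 (14.9) or 3 (12.0) do not. With 10 mM NAM the paper's level is about 18 in Fig. S7C, read by eye, and the table gives 10.9, and none of these alternatives (10.4 to 11.5) brings it within. Figure S7 labels its axis TPM, while the values of the table are normalized counts of about the same size as the figure's for *EDN1* and *EDNRA*.

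The paper states that NAM raised *EDNRB* with the dose. Here the level with 10 mM NAM was close to that with 1 mM, with no difference detected (log2 difference 0.08, exact permutation p = 0.9). This depends on single libraries: the mean with 1 mM NAM was 7.82 without its replicate 2 and 14.9 without its replicate 1, against 10.9 with 10 mM. The data thus do not decide between a rise with the dose and none. Each dose was above DC with ET-1 in the 3 libraries (exact permutation p = 0.1 for each, the smallest possible), and without the minimum limma called 10 mM NAM (adjusted p = 0.0085). The paper states that *EDNRB* rose with DC. The exact permutation gives p = 0.1, the smallest possible, and limma without the minimum calls it (adjusted p = 0.00118).

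The paper states that ET-1 raised *EDN1*. The log2 fold change is 0.26 with a limma adjusted p = 0.0621 over all genes. Figure S7 gives a test per gene, and the limma p before adjustment is 0.00853, with each ET-1 library above each DC library. The adjusted value passes with the 6 libraries of this comparison alone (adjusted p = 0.0286, set before the data were examined) and without replicate 3 of 10 mM NAM (adjusted p = 0.0426, chosen after the values were seen, a setting that drops 0 of the 4 genes of Figure S4 called in this comparison). The paper states that NAM lowered *EDN1* with the dose. The fall passes with 10 mM NAM and between both doses, and not with 1 mM NAM (log2 fold change -0.07, limma adjusted p = 0.849). Levels in Figure S7A, read by eye, are about 1100 with DC and ET-1, 1100 with 1 mM NAM and 700 with 10 mM NAM. The table gives similar levels of 1126, 1074 and 749.

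The legend of Figure S4 states that its genes rose with DC, fell with ET-1 and were fully restored by NAM. Adjusted over all genes, 7 of the 9 rose with DC, 4 fell with ET-1 and 6 rose with 10 mM NAM. Adjusted over the list alone, the counts were 7, 5 and 8. Each ET-1 library also lay below each DC library for *IGFBP1* (0.335 of the DC level) and *HAND2*, but not for *BMP2*, *SOX4* and *CTNNB1*. Over all genes the fall with ET-1 was not called for *IGFBP1*, *HAND2*, *BMP2*, *SOX4* and *CTNNB1*. For *HAND2* it was called with the 6 libraries of the comparison alone (adjusted p = 0.031) and, chosen after the values were seen, without replicate 3 of 10 mM NAM (adjusted p = 0.0473, again with 0 of those 4 dropped). Among the settings chosen before the data were examined, limma called the rise of *SOX4* with DC without DC replicate 3 (adjusted p = 0.0486), and with 10 mM NAM that of *HOXA10* without its replicate 2 (adjusted p = 0.0223) and that of *HAND2* without its replicate 3 (adjusted p = 0.000735). For 6 of the 9 the level with 10 mM NAM was above that of DC, or for 4 with the mitochondrial share as a covariate, a setting chosen after the values were seen. For an earlier experiment with 1 library per group (Figure S3), the paper's text states that ET-1 added to the fall of *MKI67* and *ID2*, and the legend that it raised them. In the 3 libraries per group here their log2 fold changes with ET-1 were 0.15 and 0.24 (limma adjusted p = 0.86 and 0.174).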

Other observations

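Among the 6926 of 13940 genes that changed with DC are genes of matrix turnover, cholesterol synthesis and angiogenesis that the paper does not discuss, and they moved in both directions. Of 16 matrix proteases and inhibitors 6 rose and 5 fell, or 6 and 6 over the list alone (camera adjusted p = 0.93). *ADAMTS1*, a protease that cleaves proteoglycans, went from 11347 ± 367 to 87648 ± 4961 normalized counts (mean ± SD, n = 3; log2 fold change 2.95, limma adjusted p = 3.86e-13) and *MMP7* rose by 4.42, while the collagenase *MMP1* fell by 3.04. Of 24 extracellular matrix genes 12 rose and 11 fell (camera adjusted p = 0.825), with the fibrillar collagen *COL3A1* higher by 1.90 and the proteoglycan *VCAN* and *POSTN* lower (-1.93 and -1.48). Of 19 cholesterol synthesis genes 12 fell and 1 rose, or 15 and 1 over the list alone (camera adjusted p = 0.00802, but adjusted p = 0.649 with an estimated correlation). The angiogenic factors *ANGPTL4* and *ANGPT1* rose by 3.15 and 1.71, in a list of 19 hypoxia and angiogenesis genes with 6 higher and 9 lower (camera adjusted p = 0.748). With ET-1, *ADAMTS1* fell by 0.75 and *ANGPTL4* by 0.91 (limma adjusted p = 4.98e-05 and 0.000208).

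10 mM NAM, relative to DC with ET-1, lowered 11 of 18 interferon response genes and raised 3 (camera adjusted p = 0.0275, but adjusted p = 0.482 with an estimated correlation), with *USP18* lower by 2.13 (log2 fold change -2.13, limma adjusted p = 6.19e-06), *IFI27* (-1.79) and *IFIT2* (-0.94). It lowered 9 of 15 p53 targets and senescence genes and raised 3 (camera adjusted p = 0.0246, but adjusted p = 0.403 with an estimated correlation), among them *TP53I3* (-2.07) and the cell cycle inhibitors *CDKN1A* (-0.73) and *CDKN2B* (-0.78). Of 19 cholesterol synthesis genes 10 rose and 1 fell (camera adjusted p = 0.0326, but adjusted p = 0.598 with an estimated correlation), *DHCR7* by 0.76. Of 23 genes of nicotinamide and NAD metabolism 5 fell and 2 rose (camera adjusted p = 0.675): *NNMT*, whose enzyme methylates nicotinamide, fell by 0.31 and *PARP3* by 0.48, and *NMRK1* rose by 0.35. NAM inhibits ADP-ribosyl cyclases, and of 10 genes of these enzymes and of calcium release 5 rose and 1 fell, or 5 and 2 over the list alone (camera adjusted p = 0.359), with the calcium channels *ITPR1* and *TPCN1* higher by 0.67 and 0.50 and *ITPR3* lower (-0.72). Of 25 DNA replication genes 10 fell and 2 rose (camera adjusted p = 0.0246, but adjusted p = 0.213 with an estimated correlation), and without replicate 3 it was 14 and 4.

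Among the largest falls with 10 mM NAM, *PTGIR*, the prostacyclin receptor, went from 313 ± 42.7 to 17.1 ± 7.37, the potassium channel *KCNJ6* from 669 ± 70.0 to 44.0 ± 6.84 and *RASSF2* from 3154 ± 41.1 to 424 ± 29.9 (limma adjusted p = 4.63e-09, 2.03e-10 and 5.32e-11). The mucin *MUC13* went from 316 ± 30.6 to 2708 ± 224 (adjusted p = 1.8e-06). The read-through gene *BLOC1S5-TXNDC5* and the pseudogene *NPM1P7* rank first among the falls. Their sequences are shared with other genes, so the reads cannot be assigned to them with certainty. The call of *BLOC1S5-TXNDC5* was lost without ET-1 replicate 2 or replicate 1 or 3 of 10 mM NAM (limma adjusted p = 0.0657 to 0.0865). With the mitochondrial share as a covariate, added after the data were seen, that call (adjusted p = 0.0956) and the call of *NPM1P7* were lost, the latter with a log2 fold change of -1.74 in place of -4.40 (adjusted p = 0.246).

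Trophoblast markers were measured for 6 of 10 genes, of which 3 rose and 1 fell with 10 mM NAM, or 4 and 2 over the list alone (camera adjusted p = 0.359): *PAPPA2* rose by 1.06 and *CGA* by 1.71, and *PSG1* fell by 0.52. Of 6 endothelial markers 1 rose and 1 fell, and of 5 immune markers 1 fell (camera adjusted p = 0.716 and 0.796).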
